# Transcriptional programs of *Pitx2* and *Tfap2a/Tfap2b* controlling lineage specification of mandibular epithelium during tooth initiation

**DOI:** 10.1371/journal.pgen.1011364

**Published:** 2024-07-25

**Authors:** Fan Shao, An-Vi Phan, Wenjie Yu, Yuwei Guo, Jamie Thompson, Carter Coppinger, Shankar R. Venugopalan, Brad A. Amendt, Eric Van Otterloo, Huojun Cao

## Abstract

How the dorsal-ventral axis of the vertebrate jaw, particularly the position of tooth initiation site, is established remains a critical and unresolved question. Tooth development starts with the formation of the dental lamina, a localized thickened strip within the maxillary and mandibular epithelium. To identify transcriptional regulatory networks (TRN) controlling the specification of dental lamina from the naïve mandibular epithelium, we utilized Laser Microdissection coupled low-input RNA-seq (LMD-RNA-seq) to profile gene expression of different domains of the mandibular epithelium along the dorsal-ventral axis. We comprehensively identified transcription factors (TFs) and signaling pathways that are differentially expressed along mandibular epithelial domains (including the dental lamina). Specifically, we found that the TFs *Sox2* and *Tfap2 (Tfap2a/Tfap2b)* formed complimentary expression domains along the dorsal-ventral axis of the mandibular epithelium. Interestingly, both classic and novel dental lamina specific TFs—such as *Pitx2*, *Ascl5* and *Zfp536*—were found to localize near the *Sox2*:*Tfap2a/Tfap2b* interface. To explore the functional significance of these domain specific TFs, we next examined loss-of-function mouse models of these domain specific TFs, including the dental lamina specific TF, *Pitx2*, and the ventral surface ectoderm specific TFs *Tfap2a* and *Tfap2b*. We found that disruption of domain specific TFs leads to an upregulation and expansion of the alternative domain’s TRN. The importance of this cross-repression is evident by the ectopic expansion of *Pitx2* and *Sox2* positive dental lamina structure in *Tfap2a*/*Tfap2b* ectodermal double knockouts and the emergence of an ectopic tooth in the ventral surface ectoderm. Finally, we uncovered an unappreciated interface of mesenchymal SHH and WNT signaling pathways, at the site of tooth initiation, that were established by the epithelial domain specific TFs including *Pitx2* and *Tfap2a/Tfap2b*. These results uncover a previously unknown molecular mechanism involving cross-repression of domain specific TFs including *Pitx2* and *Tfap2a/Tfap2b* in patterning the dorsal-ventral axis of the mouse mandible, specifically the regulation of tooth initiation site.

## Author summary

For adults, especially in the elderly population, tooth loss is one of the most common organ failures. Tooth development starts with formation of dental lamina that have the capability to induce a tooth development program even when recombined with non-dental mesenchyme. However, how this dental lamina is specified within the continuous naïve maxillary and mandibular ectoderm, remains poorly understood. To identify genes that are critical for dental lamina formation and dorsal-ventral axis establishment, we generated transcriptome profiles of four domains along the dorsal-ventral axis of the mouse E11.5 mandibular ectoderm. We comprehensively identified domain specific and enriched transcription factors and signaling genes along dorsal-ventral axis of the mandibular epithelium. We then investigated two loss of function mouse models for domain specific transcription factors including the dental lamina specific transcription factor *Pitx2*, and the ventral surface ectoderm specific transcription factor *Tfap2a/Tfap2b*. Unexpectedly, we found a cross-repressive relationship between domain specific transcription factors. Additionally, we found this cross-repression relationship between *Pitx2* and *Tfap2a/Tfap2b* play a critical role in patterning the dorsal-ventral axis of the mouse mandible and the initiation of tooth development program. Results from this study provide a new framework for future tooth regeneration research.

## Introduction

The development of vertebrate jaws, the primary feeding apparatus, requires the precise coordination of gene regulatory programs and signaling interactions among different tissue layers [1,2]. Recent studies indicate that the cranial neural crest cells (CNCCs), which migrate into the nascent mandibular (lower jaw) and maxillary (upper jaw) prominences, are genetically poised and their fates are primarily determined by signaling from the covering epithelial cells [3–6]. The patterning of mandibular and maxillary epithelium in-turn is thought to be established by gradients of inductive signaling pathways. For example, by embryonic day 9.5 (E9.5), the mouse mandibular epithelium can be divided broadly into a few domains by the expression pattern of *Fgf8*, *Bmp4*, *Shh*, and additional signaling pathways [7–10]. Ultimately, this partitioning results in non-dental oral epithelial, dental epithelial, and surface skin epithelial program along the dorsal-ventral axis, respectively. While the expression pattern of many signaling pathways is known, it is still unclear how gradients of these signaling pathways can precisely segregate the mandibular epithelium into distinct domains.

Proper cell lineage segregation of the epithelium is critical for tooth positioning during development of the upper and lower jaws. The precise location of teeth is essential for their function. Tooth development is governed by reciprocal interactions between dental epithelium and the underlying CNCC-derived mesenchyme. It has been shown that in most species, including mice and humans, initiation of a tooth development program is marked with a localized thickening of the maxillary and mandibular epithelium. This thickening results in a ‘strip’ of dental epithelium, known as the dental lamina (DL). Importantly, the DL has the molecular capacity to induce a tooth development program, even when recombined with non-dental mesenchyme [11]. All teeth will originate within this DL ‘strip’, going through a series of developmental transitions including the placode, bud, cap, and bell stage. Previous studies have shown that FGF and BMP pathways in maxillary and mandibular epithelium antagonize each other at the site of DL formation [7,8,12–14]. Mouse knockout (KO) models of many genes expressed in the maxillary and mandibular epithelium before DL formation—including *Pitx2*, *Sox2*, *Irx1*, *Lef1*, *Tbx1*, *Fgf8*, among others—have been generated and studied. However, despite tooth development defects at later stages, all these models present with normal DL formation [14–30]. Thus, how the DL is specified within the continuous naïve maxillary and mandibular epithelium, remains a critical and unresolved question.

The recent development of low-input RNA-seq technology—such as Smart-Seq2—provides new opportunities to address these questions by allowing transcriptome profiling of small tissues [31]. In this study, we coupled Laser Microdissection (LMD) and the Smart-Seq2 protocol (termed LMD-RNA-seq in this study) to generate transcriptome profiles of four domains—including the dental lamina (DL)—of the E11.5 mouse mandibular epithelium along its dorsal-ventral axis. Leveraging these comprehensive and spatially resolved datasets, we comprehensively identified domain specific and enriched transcription factors (TFs) and signaling genes that are differentially expressed along dorsal-ventral domains of the mandibular epithelium. To validate the functional significance of these domain specific TFs in mandibular epithelium patterning and tooth initiation, we next investigated loss of function mouse models for these domain specific TFs; namely, the DL-specific TF *Pitx2[15]*, and the ventral surface ectoderm specific TF *Tfap2a*/*Tfap2b[32]*. Unexpectedly, these analyses identified a cross-repressive relationship between epithelial domain specific networks. Furthermore, we found this cross-repressive relationship of epithelial domains’ TRNs also regulates the mesenchymal SHH and WNT pathways activity at the site of tooth initiation.

In sum, these results highlight a previously unknown molecular mechanism involving cross-repression of domain specific TFs—including *Pitx2* and *Tfap2a/Tfap2b*—in patterning the dorsal-ventral axis of the mouse mandible and specifically the regulation of a tooth initiation site. As such, they provide a new framework from which to test molecular models of tooth development, congenital tooth defects, and future tooth regeneration research.

## Results

### Transcriptome profiles of mandibular epithelial domains along the dorsal-ventral axis

To identify genes that are critical for mandibular epithelial patterning, we first applied Laser Microdissection (LMD) coupled Smart-Seq2 RNA-seq [31] (LMD-RNA-seq) to generate transcriptome profiles of four domains along the dorsal-ventral axis of the E11.5 mouse mandibular epithelium (also known as the oral-aboral axis, we will refer to it as the dorsal-ventral axis throughout this study, **Fig 1A**). 

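Laser microdissection cuts chosen regions out of thin tissue sections under a microscope, and Smart-Seq2 copies the messenger RNA of small samples into cDNA for sequencing. The wild type set held 25 libraries at E11.5: 4 of the posterior domain, 8 of the DL, 5 of the anterior domain and 8 of the aboral domain. The authors trimmed the reads with Trimmomatic, estimated transcript abundance with Salmon and summarized it to genes with tximport. Their processing notes also name FastQC and the mm10 genome, and the versions are not given in the sources used here. The deposited values are estimated counts for 54347 genes, with no whole number among the values above 0, and they were rounded before testing. Total counts per library ranged from 4896221 to 12705992 (median 5762799) in the posterior domain, from 738906 to 2228063 (median 1302108.5) in the DL, from 783359 to 5765451 (median 1324276) in the anterior domain and from 721585 to 14613614 (median 1940479) in the aboral domain. The 4 domains were fitted together with edgeR's quasi-likelihood test after TMM normalization, over the 19744 genes kept by edgeR's filter on low counts, with Benjamini-Hochberg adjustment. A gene was called where its adjusted p was under 0.01 and its absolute log2 fold change over 1, the thresholds the paper states. Levels are CPM after TMM normalization, as the mean ± SD over libraries. In counts simulated from the 25 wild type libraries, 31 of 50 genes with a log2 change of 2 between the DL and the aboral domain were called. With a log2 change of 1, 2 of 50 were called. The changed genes were drawn from those at or above the lower quartile of mean level, so these numbers do not cover the lowest genes. *Twist1*, *Twist2* and *Prrx1*, transcription factors of the mesenchyme beneath the epithelium, were present in the libraries as well. The mean log2(CPM + 1) of 19 mesenchyme markers was 3.74 ± 0.58 (SD, n = 8) in the aboral domain, 3.67 ± 0.36 (SD, n = 4) in the posterior domain and 2.59 ± 0.49 (SD, n = 8) in the DL (two-sided exact permutation tests against the DL, p = 0.00155 and 0.00404, 0.00866 and 0.0121 after adjustment over 30 library measures). The paper states that at least 3 embryos per genotype were used, and the labels tie no library to an embryo. Libraries of a domain can thus come from 1 embryo, and p-values that treat each library as a replicate may be too small.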

The four domains, from dorsal to ventral, included: 1) a posterior/dorsal domain, located posterior to the dental lamina (DL) that will develop into non-dental oral epithelium; 2) a DL domain, developing into dental epithelium; 3) an anterior domain, located anterior to the DL and developing into surface skin epithelium; and, 4) an aboral/ventral domain, also developing into surface skin epithelium (**Fig 1B**). We performed differentially expressed gene (DEG) analysis between the transcriptome profiles of these four domains with DESeq2[33] (**Figs 1C** and **S1**). To control for variability associated with lowly expressed genes, we further applied the ASHR algorithm [34] to estimate shrunken (conservative) log2 fold changes.

**Fig 1:**
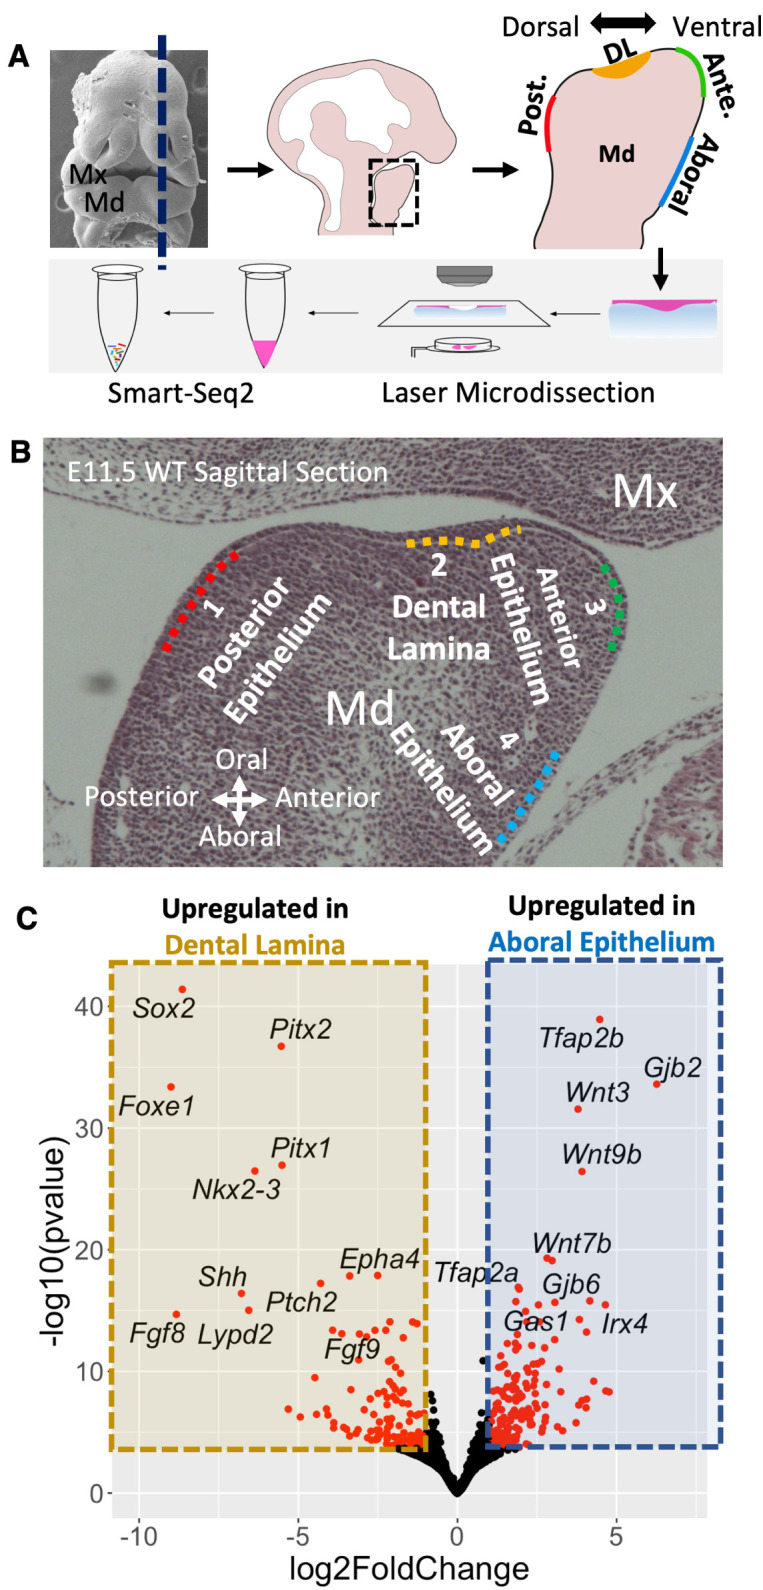
Transcriptome profiling of the E11.5 mouse mandibular epithelium along the dorsoventral axis. **A)** Workflow of Laser microdissection coupled with smart-seq2 RNA-seq (LMD-RNA-seq) protocol. **B)** LMD-RNA-seq libraries were prepared for 4 domains of mouse E11.5 mandibular epithelium along the dorsoventral axis. Dotted lines (#1–4) define the regions of epithelial cells that were collected with laser microdissection. **C)** Volcano plot showing differentially expressed genes (DEGs) of the E11.5 dental lamina (#2 domain) compared with the aboral ectoderm (#4 domain). Red dots indicate DEGs with a absolute log2 fold-change larger than 1.0 and a adjusted p value less than 0.01. Abbreviations: DL, dental lamina; Md, Mandible; Mx, Maxilla.

During initial analysis, we found that the anterior domain epithelium and aboral domain epithelium are molecularly similar (**S1E Fig**). Therefore, in the subsequent analysis, we focused on three domains: the posterior domain, the DL domain, and the aboral domain. 

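Between the anterior domain (n = 5) and the aboral domain (n = 8), 0 of 19744 genes were called by edgeR, with 4047 at an unadjusted p under 0.05 and 13 at an adjusted p under 0.05, while DESeq2 and limma-voom each called 17. *Tfap2b*, a transcription factor of surface ectoderm, was at 283 ± 245 CPM (SD, n = 5) in the anterior and 594 ± 221 CPM (SD, n = 8) in the aboral domain, and did not pass the test (log2 fold change -1.06, standard error 0.453, adjusted p = 0.217 from edgeR). *Nkx2-3*, a homeobox gene of oral epithelium, had a log2 fold change of 4.28 (standard error 0.712, adjusted p = 0.0123), short of the threshold. Against the DL, 24 genes were higher and 20 lower in the anterior domain. *Wnt9b*, a WNT ligand, was higher at 166 ± 151 CPM against 7.12 ± 4.29 CPM (log2 fold change 4.56, adjusted p = 1.09e-06), and *Sox2*, a stem cell factor of oral epithelium, was lower at 0.759 ± 1.70 CPM against 64.0 ± 16.6 CPM (log2 fold change -6.62, adjusted p = 3.54e-06). *Foxe1*, a forkhead factor of pharyngeal endoderm, had no counts in any anterior library and was at least 143-fold lower than in the DL, taking a floor of 3 counts over the group. Of 15 mesenchyme markers, none was called between the anterior and aboral domains and 6 were lower when adjusted over the list alone, with a median log2 fold change of -1.59 (camera adjusted p = 1.03e-06, adjusted p = 0.172 with an estimated correlation). The root mean square difference of log2 CPM over the tested genes averaged 1.53 ± 0.458 (SD over 40 library pairs) between anterior and aboral libraries, 1.34 ± 0.187 (40 pairs) between anterior and DL libraries and 1.48 ± 0.337 (10 pairs) among anterior libraries. Among aboral libraries it was 1.39 ± 0.359 (28 pairs) and among DL libraries 1.1 ± 0.182 (28 pairs), so the wider spread of the aboral libraries can enter the first distance. Over the 500 most variable genes the first and second of these distances were 2.71 and 2.74, and with libraries 1 to 4 of each domain over all tested genes 1.85 and 1.34. By mean distance over all tested genes, 4 of the 5 anterior libraries were nearest the DL and 1 the posterior domain, and over the domain specific and enriched genes 4 were nearest the aboral domain and 1 the DL. Without anterior library 5, the deepest of the 5, 435 genes were called between the anterior and aboral domains, 31 higher and 404 lower. The Y-linked gene *Ddx3y* was at 0 CPM in this library and in aboral libraries 2, 3 and 4, the deepest aboral ones. It was above 0 in the other anterior libraries. Leaving out anterior library 5 leaves deep libraries without *Ddx3y* on the aboral side only, so the 435 cannot be assigned to domain alone. With anterior library 5 in and aboral libraries 2, 3 and 4 out, a setting chosen after the data were seen, 0 were called. These counts treat libraries that can share an embryo as independent.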

Pair-wise DEG analysis comprehensively identified two classes of genes that we termed, “domain specific” or “domain enriched”. Specifically, we defined domain specific genes as genes that were significantly upregulated in one domain relative to the other two domains. In contrast, we defined domain enriched genes as genes that were significantly upregulated in one domain relative to one other domain. For example, *Pitx2* is a domain specific gene for the DL domain; *Sox2* is a domain enriched gene for both the posterior domain and the DL domain. 

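*Pitx2*, a homeobox transcription factor of oral and dental epithelium, lies on chromosome 3 of GRCm38 from 129199878 to 129219591. Its level was 265 ± 66.6 CPM (SD, n = 8) in the DL, 96.0 ± 43.2 CPM (n = 4) in the posterior domain, 36.3 ± 20.0 CPM (n = 5) in the anterior domain and 5.81 ± 4.32 CPM (n = 8) in the aboral domain. Against the aboral domain it was higher in the DL (log2 fold change 5.58, standard error 0.523, adjusted p = 3.63e-08 from edgeR's quasi-likelihood test) and in the posterior domain (4.07, standard error 0.531, adjusted p = 9.09e-06). The posterior domain and the DL did not differ past the threshold (log2 fold change -1.51, standard error 0.545, adjusted p = 0.0871). *Sox2* lies on the same chromosome from 34650405 to 34652461. It was at 75.0 ± 3.46 CPM (n = 4) in the posterior domain and 64.0 ± 16.6 CPM (n = 8) in the DL, each of these libraries above every aboral library, which averaged 0.306 ± 0.489 CPM (n = 8). The log2 fold changes against the aboral domain were 8.62 (standard error 0.690, adjusted p = 1.43e-09) in the posterior domain and 8.44 (standard error 0.664, adjusted p = 1.24e-09) in the DL, and the posterior domain and the DL did not differ past the threshold (0.18, adjusted p = 0.819). The tests count libraries, some of which may be from 1 embryo, as separate replicates.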

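Genes called higher in one domain than in each of the other two numbered 30 in the posterior domain, 3 in the DL and 46 in the aboral domain by edgeR at the thresholds above. The posterior genes included the forkhead factors *Foxa1*, *Foxa2* and *Foxe1*, the SHH receptor *Ptch1* and the WNT antagonist *Sfrp1*, and also *Foxf1* and *Fendrr*, which mesenchyme expresses. The histone gene *Hist1h2ad* was among them, at 166 ± 22.6 CPM against 1.36 ± 1.94 CPM in the DL. Every posterior library had more total counts than every DL library. The annotation entry CT010467.1 held 0.976 to 2.96% of posterior and 4.15 to 8.81% of DL counts, and ribosomal protein genes 5.82 to 7.6% and 2.18 to 4.84%. Such differences between libraries cannot be told apart from those of domain. *Foxa1* was at 103 ± 22.7 CPM (SD, n = 4) in the posterior domain, with log2 fold changes of 7.62 (standard error 0.904, adjusted p = 2.15e-06) against the aboral domain and 4.83 (standard error 0.766, adjusted p = 0.000629) against the DL. In the DL the genes were *Fgf8*, a secreted growth factor of oral ectoderm, the receptor tyrosine kinase *Epha4*, and *Minar2*. *Epha4* had a log2 fold change of 2.34 against the aboral domain (standard error 0.336, adjusted p = 4.60e-05) and was 2.51 lower on the log2 scale in the posterior domain than in the DL (-2.51, adjusted p = 0.00168). The aboral genes included *Tfap2a*, *Tfap2b*, the Iroquois factors *Irx3*, *Irx4* and *Irx5*, the gap junction genes *Gjb2* and *Gjb6*, the basal keratin *Krt5* and the ligands *Wnt3*, *Wnt3a*, *Wnt7a*, *Wnt9b* and *Wnt10a*. *Prrx1*, *Alx4* and *Col12a1*, which mesenchyme also expresses, were among them as well, and mesenchyme markers were higher in the aboral and in the posterior libraries than in the DL libraries. Of these genes, 25, 3 and 41 stand in the same class of the S1 Table, which was made from the same samples and is not independent evidence. Without posterior library 1, 2, 3 or 4 the posterior number was 18, 19, 16 or 14, and the DL number was 2, 1, 0 or 0. DESeq2 gave 55, 24 and 88 and limma-voom 593, 24 and 95, and all of these counts take libraries that can share an embryo as independent.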

Through this analysis, we defined 36 posterior domain specific genes, 36 DL specific genes; and 76 aboral domain specific genes. Similarly, we identified 175 posterior domain enriched genes, 848 DL enriched genes, and 239 aboral domain enriched genes (**S1 Table**).

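Genes higher in one domain than in exactly 1 of the others numbered 113 in the posterior domain, 131 in the DL and 150 in the aboral domain by edgeR. *Sox2*, *Pitx2*, *Pitx1*, *Nkx2-3*, *Tbx1* and *Isl1* were enriched in both the posterior domain and the DL, each called against the aboral domain. *Fgf9*, a growth factor of early tooth epithelium, was DL enriched at 111 ± 47.0 CPM (SD, n = 8) against 6.31 ± 5.67 CPM (SD, n = 8) in the aboral domain (log2 fold change 4.24, standard error 0.592, adjusted p = 3.37e-05). The aboral enriched genes included *Wnt6*, *Wnt7b* and *Sostdc1*, a secreted antagonist of WNT and BMP signals. *Wnt7b* was at 406 ± 149 CPM (n = 8) in the aboral domain and 38.9 ± 30.8 CPM (n = 8) in the DL (log2 fold change -3.35 in the DL against the aboral domain, standard error 0.427, adjusted p = 8.89e-06). Of these genes, 79, 53 and 80 stand in the same class of the S1 Table, which was made from the same samples and is not independent evidence. Without posterior library 1, 2, 3 or 4 the posterior number was 70, 79, 65 or 61 and the DL number 68, 62, 58 or 56, and without anterior library 5 the DL number was 264. DESeq2 gave 211, 1002 and 366, and fits of only the 2 groups compared gave 611, 1786 and 110, in each case over libraries that may share embryos.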

Closer examination of domain specific and domain enriched genes revealed that a large number encoded transcription factor (TF) and signaling pathway proteins. For example, DEGs analysis comparing the DL with the aboral epithelium identified significant enrichment for *Sox2*, *Pitx2*, *Foxe1*, *Pitx1*, *Nkx2-3*, *Shh*, and *Fgf8* within the DL and *Tfap2b*, *Gjb2*, *Wnt3*, *Wnt9b*, *Wnt7b*, *Tfap2a*, and *Irx4* within the aboral epithelium (**Fig 1C**). 

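In the DL, 55 genes were higher and 158 lower than in the aboral domain among the 19744 tested with edgeR. *Foxe1*, at 46.6 ± 29.4 CPM (SD, n = 8) in the DL, had 1 count over the 8 aboral libraries, a ratio of 1440 (95% counting interval 258 to 57200, covering counting error only). This ratio pools counts within each group and leans on the libraries with the most counts. The 1 aboral count lay in library 6, at 1.45 CPM, and group means would give a lower ratio. *Pitx1*, a homeobox paralog of *Pitx2*, was at 163 ± 64.9 CPM against 3.48 ± 2.89 CPM (log2 fold change 5.67, standard error 0.611, adjusted p = 4.03e-07), and *Nkx2-3* had a log2 fold change of 6.80 (standard error 0.671, adjusted p = 8.45e-08). *Shh*, the secreted hedgehog ligand, was at 21.4 ± 20.2 CPM against 0.190 ± 0.472 CPM (log2 fold change 7.01, standard error 0.871, adjusted p = 5.64e-06). *Fgf8* was at 165 ± 160 CPM against 0.260 ± 0.684 CPM (log2 fold change 9.61, standard error 1.17, adjusted p = 4.55e-06). *Shh* and *Fgf8* were not called by limma-voom (adjusted p = 0.0786 and 0.0690), and in a fit of the 2 groups alone they fell below the filter on low counts. Of 21 tested genes of early tooth epithelium, a list fixed before the data were examined, 9 were higher and 1, *Wnt10a*, was lower in the DL (13 and 1 adjusted over the list alone, camera adjusted p = 1.70e-20). The list holds *Pitx2*, *Irx1*, *Sp6* and *Zfp536*, which the paper names as DL specific from these samples, so it is not independent evidence. *Tfap2b*, on chromosome 1 from 19208914 to 19238576, was at 18.8 ± 10.6 CPM in the DL and 594 ± 221 CPM in the aboral domain (log2 fold change -4.92, standard error 0.459, adjusted p = 3.63e-08), and its paralog *Tfap2a*, on chromosome 13 from 40715302 to 40738376, had a log2 fold change of -2.24 (standard error 0.316, adjusted p = 3.47e-05). *Gjb2*, which encodes connexin 26, was at 2.15 ± 2.26 CPM against 252 ± 141 CPM (log2 fold change -6.68, standard error 0.639, adjusted p = 4.85e-08). The log2 fold changes of the other aboral genes were -4.12 for *Wnt3*, -4.25 for *Wnt9b*, -3.35 for *Wnt7b* and -5.07 for *Irx4*, with adjusted p-values of 1.89e-07, 3.69e-07, 8.89e-06 and 2.31e-05. Of 15 tested mesenchyme markers, 6 were lower in the DL and none was higher (2 higher and 11 lower adjusted over the list alone; camera adjusted p = 3.77e-09, adjusted p = 0.0199 with an estimated correlation), among them *Twist1* (-4.33) and *Prrx1* (-3.36). Without aboral libraries 2, 3 and 4 the numbers of higher and lower genes were 47 and 68, and with the repeat share of each library as a covariate 35 and 52, settings chosen after the data were seen. DESeq2 called 371 genes between these domains, and libraries of 1 embryo among the replicates would make these p-values too small.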

To focus our analysis on only domain specific or enriched TFs, we next intersected the identified DEGs with all known mouse TFs listed in the AnimalTFDB database [35]. 

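*Foxa1*, *Foxa2* and *Foxe1*, which are forkhead factors, and *Plagl1*, a zinc finger factor, were higher in the posterior domain than in both the DL and the aboral domain. *Foxa2* was at 49.4 ± 22.6 CPM (SD, n = 4) there, with log2 fold changes of 5.69 against the aboral domain (standard error 0.846, adjusted p = 0.000127 from edgeR) and 6.69 against the DL (standard error 0.944, adjusted p = 0.000300). The log2 fold changes of *Foxe1*, *Foxa1* and *Plagl1* against the DL were 2.88, 4.83 and 1.91. *Foxf1*, *Twist1* and *Twist2*, factors that mesenchyme expresses, were at 56.4, 38.7 and 33.4 CPM in the posterior domain and 3.93, 2.98 and 1.43 CPM in the DL. *Dmrta2* was higher than in the aboral domain (3.63, adjusted p = 0.00237) and not past the threshold against the DL (2.95, adjusted p = 0.0163). *Irx1* was at 11.8 ± 7.20 CPM (n = 8) in the DL, and was lower in the posterior domain than in the DL (log2 fold change -3.94, standard error 0.859, adjusted p = 0.00894) but not past the threshold against the aboral domain (1.97, adjusted p = 0.0792). *Ascl4* was higher in the DL than in the aboral domain (2.85, standard error 0.430, adjusted p = 9.09e-05), and its log2 fold change in the posterior domain against the DL was -1.78 (adjusted p = 0.0449). *Zfp536* was at 66.8 ± 32.5 CPM in the DL, 11.7 ± 12.9 CPM (n = 8) in the aboral and 15.2 ± 8.35 CPM (n = 4) in the posterior domain, and *Sp6* at 25.6 ± 22.8 CPM, 1.69 ± 3.09 CPM and 4.81 ± 4.74 CPM. Neither passed the threshold against either domain, with adjusted p-values against the aboral domain of 0.0190 for *Zfp536* and 0.0547 for *Sp6*. *Evx1* and *Ascl5*, at 4.04 ± 2.65 CPM and 4.46 ± 4.31 CPM in the DL, fell below the filter on low counts and were not tested. In the aboral domain *Lmx1b*, a LIM homeobox factor, was at 73.6 ± 38.2 CPM against 7.35 ± 3.94 CPM in the DL (log2 fold change -3.28 in the DL, standard error 0.466, adjusted p = 3.86e-05) and 1.32 ± 1.82 CPM in the posterior domain (-5.76, standard error 0.699, adjusted p = 2.79e-06). *Tfap2a*, *Tfap2b*, *Irx3*, *Irx4*, *Irx5* and *Dnajc1* were also higher there than in both others, whereas *Msx2*, *Hic1*, *Otx1* and *Nr2e3* were higher than in 1 other domain and *Elf4* in neither comparison. These p-values rest on libraries that can share an embryo.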

We identified the following domain specific TFs in the E11.5 mandibular epithelium: *Foxa1*, *Foxa2*, *Plagl1*, *Dmrta2*, and *Foxe1* defined the posterior epithelium; *Pitx2*, *Irx1*, *Evx1*, *Ascl4*, *Ascl5*, *Sp6*, and *Zfp536* defined the DL; *Tfap2a*, *Tfap2b*, *Msx2*, *Irx3*, *Irx4*, *Irx5*, *Lmx1b*, *Nr2e3*, *Dnajc1*, *Elf4*, *Hic1*, and *Otx1* defined the aboral epithelium (**Fig 2A**). We generated an expression heatmap to visualize expression of domain specific and enriched TFs in different domains of mandibular epithelium (**Figs 2B** and **S2A**). The heatmap revealed that the anterior epithelium and aboral epithelium expressed a large set of shared TFs, including *Tfap2a*, *Tfap2b*, *Msx1*, *Msx2*, *Dlx3*, and *Lef1*. Similarly, the posterior epithelium and DL shared expression of some TFs including *Sox2*, *Nkx2-3*, *Pitx1*, *Isl1*, and *Tbx1*. 

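Anterior and aboral libraries held these 6 factors at overlapping levels, and none of the 6 was called between the domains by edgeR, with 3 log2 fold changes above 0 and 3 below (median -0.11, camera adjusted p = 0.379). *Msx1*, a homeobox factor of ectoderm and mesenchyme, was at 196 ± 183 CPM (SD, n = 5) in the anterior and 93.0 ± 60.4 CPM (SD, n = 8) in the aboral domain, and *Msx2* ranged from 48.3 to 290 CPM and from 39.3 to 142 CPM. *Dlx3*, a homeobox factor of surface ectoderm, was at 109 ± 84.7 CPM and 88.0 ± 31.0 CPM, and *Tfap2a* at 128 ± 92.3 CPM and 224 ± 79.7 CPM. *Lef1*, a transcription factor and target of WNT signaling, was at 70.8 ± 30.4 CPM and 100 ± 40.6 CPM. Against the posterior domain the aboral levels of *Tfap2a*, *Tfap2b*, *Msx2* and *Lef1* passed the threshold, with log2 fold changes in the posterior domain of -2.21, -7.31, -3.01 and -2.02 (adjusted p = 0.00135, 7.54e-08, 0.00191 and 0.000941). Against the DL, *Tfap2b* was higher in the anterior domain (log2 fold change 3.86, standard error 0.461, adjusted p = 7.85e-06), and the values for *Lef1* were -0.01 (adjusted p = 0.998) in the anterior domain and -0.46 (adjusted p = 0.352) in the DL against the aboral domain. Over the list, 1 of 6 was higher in the anterior domain than in the DL (4 adjusted over the list alone), a list the study chose on these samples, tested on libraries some of which may be from 1 embryo.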

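All 5 of these factors were higher in the DL than in the aboral domain and higher in the posterior than in the aboral domain, and none was called between the posterior domain and the DL by edgeR (5, 5 and 1 adjusted over the list alone). *Pitx1* was at 295 ± 34.5 CPM (SD, n = 4) in the posterior domain and *Nkx2-3* at 87.8 ± 44.7 CPM (n = 4), with log2 fold changes against the aboral domain of 6.47 (standard error 0.656, adjusted p = 1.34e-07) and 7.00 (standard error 0.703, adjusted p = 1.28e-07). *Isl1*, a LIM homeobox factor, was at 77.2 ± 15.9 CPM (n = 4) in the posterior domain, 53.2 ± 47.6 CPM (n = 8) in the DL and 7.14 ± 8.50 CPM (n = 8) in the aboral domain (DL against aboral, log2 fold change 2.85, standard error 0.610, adjusted p = 0.00588). *Tbx1*, a T-box factor of pharyngeal tissue, was at 104 ± 26.1 CPM, 22.4 ± 16.8 CPM and 1.75 ± 2.64 CPM, and its log2 fold change in the posterior domain against the DL was 2.16 (standard error 0.619, adjusted p = 0.0420). The list was chosen by the study on these samples, so its direction is not independent evidence, and libraries that share an embryo would make these p-values too small.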

Some of the DL specific or enriched TFs (e.g., *Pitx2*, *Sox2*, *Tbx1*, etc.) are known to have critical roles during tooth development [15,16,26,28,36–41], while for others TFs (e.g., *Foxe1*, *Nkx2-3*, *Klf5*, *Zfp536*, *Ascl5*, etc.), their function, specifically during mandibular epithelium patterning and DL formation, is unclear.

**Fig 2:**
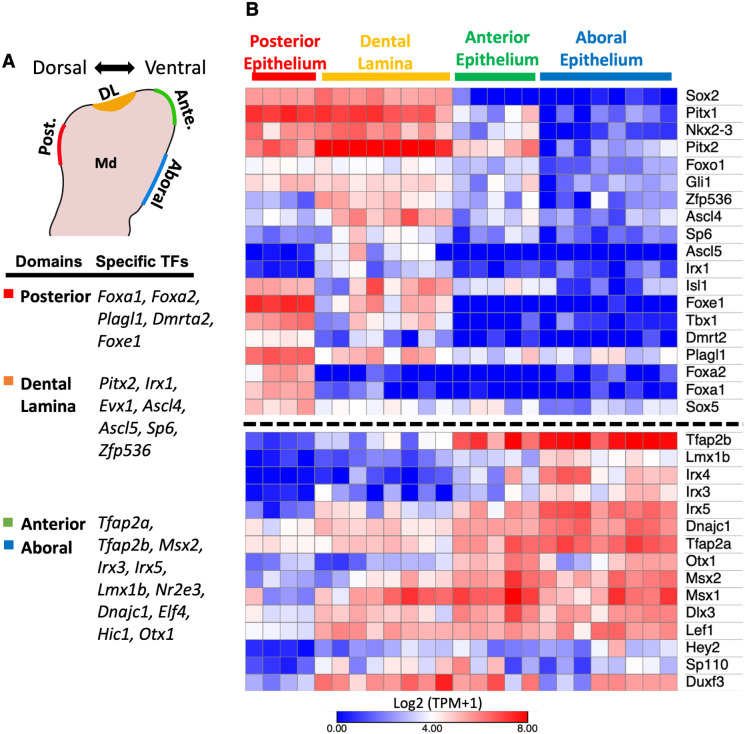
Domain specific and domain enriched transcription factors along the mandibular epithelial dorsoventral axis. **A)** List of domain specific transcription factors associated with the 4 domains profiled along the dorsoventral axis of the mouse E11.5 mandibular epithelium. **B)** Expression heatmap of domain specific and domain enriched transcription factors, including those listed in panel A, along the dorsoventral axis of the E11.5 mandibular epithelium. Rows represent genes, columns represent samples. Dorsal enriched genes are shown in top panel while ventral enriched genes are shown in bottom panel. log2(TPM+1) expression values were used in the heatmap. Abbreviation: TPM, Transcript Per Million.

Finally, to verify the expression pattern of these domain specific or enriched TFs in situ, we utilized immunofluorescent staining (IF) of a subset of TFs to directly visualize expression along the dorsal-ventral axis of the mandibular epithelium at E9.5 and E11.5 (**Figs 3** and **S3**). Interestingly, we found that SOX2 and TFAP2A/TFAP2B expression broadly divided the mandibular epithelium into two complementary domains along the dorsal-ventral axis. Specifically, at E11.5, SOX2 expression covered the dorsal side of the mandibular epithelium, and up to the posterior part of the DL, with expression reduced in the anterior DL and ceasing further ventral (**Fig 3A, 3C, 3D and 3F**). In contrast, at E11.5, TFAP2A/TFAP2B expression, while being high throughout the ventral side of the mandibular epithelium, was dramatically reduced after reaching SOX2 positive cells in the DL (**Fig 3B and 3H)**. Further, PITX2 and LEF1 were expressed at the interface of SOX2 and TFAP2A/TFAP2B domains, which in part, coincided with the DL (**Fig 3**). Specifically, while PITX2 expression covered the entire DL (**Fig 3G and 3I)**, LEF1 expression was restricted to the anterior part of the DL (**Figs 3E–3F, and S3J–S3L**). Interestingly, at E9.5—and in contrast to E11.5—the expression pattern of SOX2, TFAP2A, TFAP2B and LEF1 had broader overlapping regions within the “naïve” mandibular epithelium (**S3 Fig**). These findings are consistent with a progressive restriction, or enrichment of expression, of these domain specific or enriched TFs. Indeed, it has been shown that *Pitx2* expression is initially broad in the oral cavity [12], contributing to cells eventually found in the non-dental and facial skin epithelium [15], but later becomes highly restricted to the dental epithelium. 

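*Sox2* transcripts were at 70.4 to 77.7 CPM in the 4 posterior libraries and 44.9 to 92.7 CPM in the 8 DL libraries, and at 0 to 3.79 CPM in the 5 anterior and 0 to 1.35 CPM in the 8 aboral libraries. *Pitx2* was at 135 to 361 CPM in the DL and at 52.1 to 155 CPM in the posterior, 16.1 to 62.4 CPM in the anterior and 0 to 13.6 CPM in the aboral domain. *Tfap2a* was at 41.8 to 58.7 CPM in the posterior domain, 21.4 to 72.0 CPM in the DL, 42.5 to 285 CPM in the anterior and 106 to 360 CPM in the aboral domain. For *Tfap2b* these ranges were 1.86 to 6.11 CPM, 3.85 to 34.0 CPM, 69.0 to 688 CPM and 185 to 974 CPM, so that every aboral and every anterior library lay above every DL and posterior library. *Lef1* was at 20.7 to 28.4 CPM in the posterior domain, 37.4 to 110 CPM in the DL, 44.8 to 123 CPM in the anterior and 44.9 to 159 CPM in the aboral domain. By edgeR, *Lef1* was lower in the posterior than in the aboral domain, while the posterior domain and the DL did not differ past the threshold (log2 fold change -1.56, standard error 0.354, adjusted p = 0.0119, over libraries that may share embryos).

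**Figure D1:**
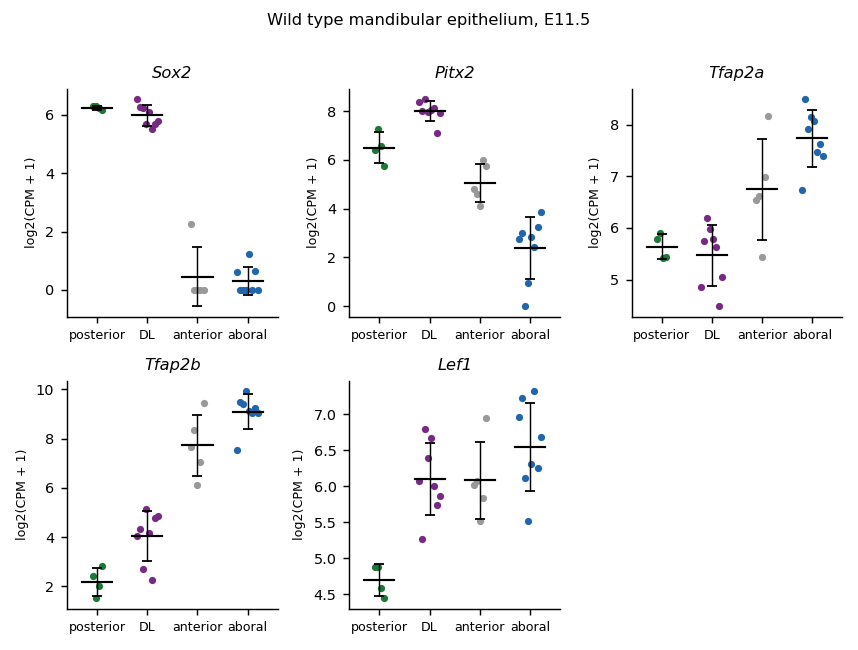
RNA levels of 5 transcription factors in the wild type mandibular epithelium at E11.5. Each point is 1 library (4 posterior, 8 DL, 5 anterior, 8 aboral), the y axis is log2(CPM + 1) after TMM normalization, and the horizontal line and error bar are the mean and SD. *Sox2* and *Pitx2* are highest in the posterior and DL libraries and *Tfap2a* and *Tfap2b* in the aboral libraries, where *Sox2* stays at or under 1.35 CPM.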

We found protein expression pattern detected by IF staining (**Figs 3** and **S3**) agreed with mRNA expression detected by LMD-RNA-seq (**Fig 2**). Additionally, mRNA expression pattern detected by In-situ hybridization (ISH) of selected TFs (*Pitx2* and *Lef1*, **S3M–S3O Fig**) shows similar expression pattern detected by IF staining (**S3J–S3L Fig**).

**Fig 3:**
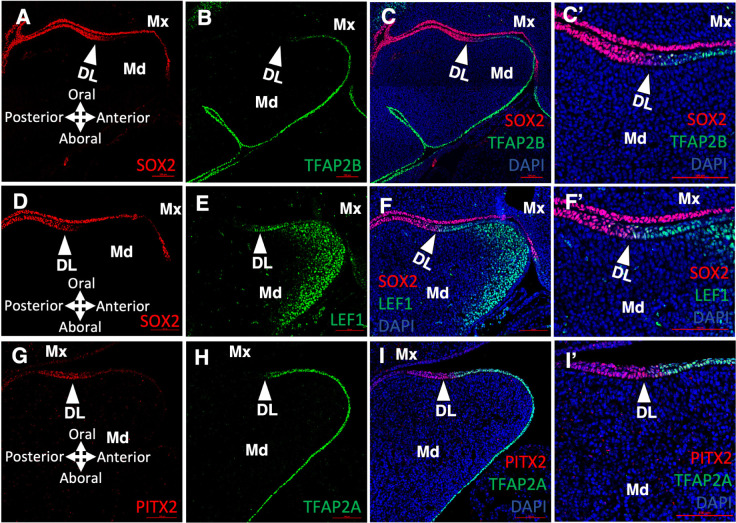
Complementary expression patterns of domain specific transcription factors. **A, B, C**) SOX2, TFAP2B and merged immunofluorescent (IF) staining of an E11.5 mouse head sagittal section. **C’**: higher magnification of the dental lamina region in panel **C**. **D, E, F**) SOX2, LEF1 and merged IF staining of an E11.5 mouse head sagittal section. **F’**: higher magnification of dental lamina region in panel **F**. **G, H, I**) PITX2, TFAP2A and merged IF staining of an E11.5 mouse head sagittal section. **I’**: higher magnification of dental lamina region of **I**. White arrowheads in all panels point to the dental lamina. Abbreviations: DAPI, DAPI nuclear counterstain; DL, dental lamina; Md, Mandible; Mx, Maxilla. Scale bar = 100 μm.

### Correlation between domain specific transcription factors and signaling pathways

In addition to domain specific or enriched TFs, LMD-RNA-seq analyses also identified many signaling pathway genes that correlated with TF-expression patterns. Using LMD-RNA-seq data (**Figs 1** and **S1**) and the KEGG pathway database [42], we constructed a domain expression heatmap of genes belonging to known signaling pathways (**S4 Fig**). 

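Of 15 tested genes of the SHH pathway, a list fixed before the data were examined, 4 were higher and 3 lower in the DL than in the aboral domain, and 4 were higher and 2 lower in the posterior than in the aboral domain by edgeR (4 and 4, and 4 and 3, adjusted over the list alone). The ligand *Shh*, the receptors *Ptch1* and *Ptch2* and the effector *Gli1* were higher on both of these sides, where *Sox2* and *Foxe1* were also higher. The co-receptors *Boc* and *Gas1* were lower on both, and *Cdon*, a further co-receptor, was lower in the DL, with log2 fold changes in the DL of -2.13, -3.50 and -2.69 (standard errors 0.397, 0.479 and 0.342). Because members moved both ways, the list as a whole did not stand apart in the DL (median -0.35, camera adjusted p = 0.797), and in the posterior domain its median was 0.22 (camera adjusted p = 0.00870, adjusted p = 0.0852 with an estimated correlation). Of 12 tested genes of pharyngeal endoderm and oral epithelium, 6 were higher in the posterior than in the aboral domain and none was lower (6 and 0 adjusted over the list alone), among them *Foxa1*, *Foxa2*, *Foxe1*, *Nkx2-3* and *Pax9* (log2 fold change 3.69, standard error 0.682, adjusted p = 0.00135). Embryos may be shared between these libraries, which would make the p-values too small.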

Doing such, we identified that expression of dorsal domain TFs (e.g., *Sox2*, *Foxe1*, *Foxa1*, and *Foxa2*) correlated with several genes of the SHH-signaling pathway (**S4A Fig**). For example, consistent with previous studies [10,43,44], *Shh* expression was restricted to the dorsal side—including the DL—and absent from the ventral side of the E11.5 mandibular epithelium. Additionally, SHH-associated receptors, *Ptch1* and *Ptch2*, and downstream TF, *Gli1*, were also enriched on the dorsal side of the mandibular epithelium. 

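*Shh* lies on chromosome 5 of GRCm38 from 28456815 to 28467256. It was at 82.9 ± 34.6 CPM (SD, n = 4) in the posterior domain, 21.4 ± 20.2 CPM (n = 8) in the DL, 1.64 ± 1.36 CPM (n = 5) in the anterior domain and 0.190 ± 0.472 CPM (n = 8) in the aboral domain, where 8 libraries held 4 counts together. The log2 fold change in the posterior against the aboral domain was 8.93 (standard error 0.909, adjusted p = 1.34e-07 from edgeR), and each of the 4 posterior libraries lay above each aboral library. DL libraries ranged from 0.663 to 56.4 CPM, and the posterior domain and the DL did not differ past the threshold (log2 fold change 1.91, standard error 0.628, adjusted p = 0.0679), again over libraries that can share an embryo.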

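*Ptch1*, a receptor and transcriptional target of SHH signaling, was at 438 ± 74.3 CPM (SD, n = 4) in the posterior domain, 147 ± 29.0 CPM (n = 8) in the DL and 32.1 ± 15.3 CPM (n = 8) in the aboral domain. Against the aboral domain its log2 fold changes were 3.74 in the posterior domain (standard error 0.329, adjusted p = 1.06e-08 from edgeR) and 2.22 in the DL (standard error 0.288, adjusted p = 1.17e-05), and it was higher in the posterior domain than in the DL (1.52, standard error 0.320, adjusted p = 0.00678). *Ptch2* was at 52.8 ± 19.3 CPM, 112 ± 71.8 CPM and 5.46 ± 3.76 CPM in the same domains, with log2 fold changes against the aboral domain of 3.29 (standard error 0.613, adjusted p = 0.00152) and 4.43 (standard error 0.584, adjusted p = 1.41e-05). *Gli1* was at 91.2 ± 24.0 CPM, 56.7 ± 8.95 CPM and 12.5 ± 7.73 CPM, with log2 fold changes of 2.88 (adjusted p = 0.000408) and 2.25 (adjusted p = 0.00198). In the anterior domain *Ptch1* was at 58.7 ± 25.4 CPM (n = 5), *Ptch2* at 26.5 ± 13.6 CPM and *Gli1* at 27.9 ± 18.5 CPM, none past the threshold against the aboral domain. Libraries of the same embryo, if present, would make these p-values too small.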

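*Gas1* encodes a membrane protein that binds SHH and lies on chromosome 13 of GRCm38 from 60174405 to 60177365. It was at 149 ± 80.1 CPM (SD, n = 8) in the aboral domain, 74.3 ± 57.7 CPM (n = 5) in the anterior domain, 12.7 ± 7.31 CPM (n = 8) in the DL and 2.25 ± 2.68 CPM (n = 4) in the posterior domain. Against the aboral domain the log2 fold changes were -3.50 in the DL (standard error 0.479, adjusted p = 2.50e-05 from edgeR) and -6.10 in the posterior domain (standard error 0.736, adjusted p = 2.56e-06), and *Gas1* was higher in the anterior domain than in the DL (2.52, standard error 0.500, adjusted p = 0.00893). The p-values for *Gas1* take libraries that may share embryos as independent.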

Interestingly, expression of *Gas1*, a negative regulator of the SHH pathway, was restricted to the ventral side. In contrast to SHH-pathway components, we identified that expression of ventral domain TFs (e.g., *Tfap2a*, *Tfap2b*, *Msx1*, and *Irx4*) correlated with several genes of the WNT-signaling pathway (**S4B and S4C Fig**). For example, the majority of WNT ligands (e.g., *Wnt3a*, *Wnt3*, *Wnt7a*, *Wnt9b*, *Wnt10a* and *Wnt10b*) was restricted to the aboral/ventral side of the E11.5 mandibular epithelium. 

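Of 15 tested WNT ligands, 8 were lower in the DL and 6 lower in the posterior domain than in the aboral domain, and none was higher, by edgeR (8 lower in each when adjusted over the list alone). The median log2 fold change of the ligands was -1.27 in the DL (camera adjusted p = 3.04e-13) and -2.13 in the posterior domain (camera adjusted p = 3.83e-17), and 5 of 15 were higher in the anterior domain than in the DL (6 adjusted over the list alone). *Tfap2a*, *Tfap2b* and *Irx4* were lower in the DL and in the posterior domain as well, while *Msx1* was not past the threshold in the DL (log2 fold change -0.31, standard error 0.503, adjusted p = 0.749) or in the posterior domain (-2.58, adjusted p = 0.0506). Of 10 tested genes of WNT target transcription, *Sp5* and *Notum* were higher in the DL than in the aboral domain and none was lower (2 and 2 adjusted over the list alone; camera adjusted p = 0.831). *Sp5*, a zinc finger factor, had a log2 fold change of 6.59 in the DL (standard error 1.16, adjusted p = 0.00101), and *Notum*, which inactivates WNT ligands, one of 2.91 (standard error 0.553, adjusted p = 0.00166). Mesenchyme markers were higher in the aboral libraries too, and libraries that share an embryo would make these p-values too small.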

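*Wnt3* and *Wnt9b* are neighbors on chromosome 11 of GRCm38, from 103774150 to 103817957 and from 103727364 to 103749821. *Wnt3* was at 205 ± 64.6 CPM (SD, n = 8) in the aboral domain, 168 ± 142 CPM (n = 5) in the anterior domain and 11.3 ± 7.06 CPM (n = 8) in the DL, and its log2 fold change in the DL against the aboral domain was -4.12 (standard error 0.424, adjusted p = 1.89e-07 from edgeR). *Wnt9b* was at 136 ± 51.3 CPM in the aboral domain, and its log2 fold changes in the DL and the posterior domain were -4.25 (standard error 0.454, adjusted p = 3.69e-07) and -5.63 (standard error 0.637, adjusted p = 8.58e-07). *Wnt3a*, *Wnt7a* and *Wnt10a*, at 23.5 ± 18.2 CPM, 28.0 ± 22.5 CPM and 33.9 ± 21.5 CPM in the aboral domain, had log2 fold changes in the DL of -2.12, -3.22 and -2.40 (adjusted p = 0.00886, 0.00101 and 0.00128). *Wnt10b*, at 16.3 ± 8.76 CPM in the aboral domain, was lower in the posterior domain (-2.98, standard error 0.642, adjusted p = 0.00784) and did not pass the threshold in the DL (-1.14, standard error 0.468, adjusted p = 0.204). None of the 6 was called between the anterior and aboral domains, in tests that take libraries of possibly shared embryos as separate.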

Even the few WNT ligands whose expression extended more posteriorly (e.g., *Wnt6*, *Wnt4*, *Wnt7b* and *Wnt5a*) had higher expression in ventral epithelial domains. 

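*Wnt6* was at 356 ± 215 CPM (SD, n = 8) in the aboral domain, 89.8 ± 32.5 CPM (n = 8) in the DL and 82.3 ± 19.6 CPM (n = 4) in the posterior domain, and was lower in the DL (log2 fold change -1.95, standard error 0.426, adjusted p = 0.00760 from edgeR). *Wnt4* was at 312 ± 73.6 CPM in the aboral domain and 127 ± 18.1 CPM in the DL (-1.27, standard error 0.221, adjusted p = 0.000566), and in the posterior domain its log2 fold change against the aboral domain was -0.22 (adjusted p = 0.838). *Wnt7b* was at 111 ± 9.62 CPM (n = 4) in the posterior domain, where its log2 fold change was -1.90 (standard error 0.519, adjusted p = 0.0540), and at 276 ± 203 CPM (n = 5) in the anterior domain. *Wnt5a* was at 103 ± 53.2 CPM (n = 5) in the anterior domain, 44.1 ± 37.1 CPM (n = 8) in the aboral domain, 47.4 ± 23.6 CPM (n = 8) in the DL and 31.2 ± 5.06 CPM (n = 4) in the posterior domain, with no comparison past the threshold. Its log2 fold change in the DL against the aboral domain was 0.16 (standard error 0.401, adjusted p = 0.840) by edgeR, -0.22 by limma-voom and -0.36 without aboral libraries 2, 3 and 4, which had the most counts. Libraries in these tests may come from 1 embryo.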

Interestingly, in addition to ligands expression, we also found high expression of several negative regulators of the WNT pathway (e.g., *Axin2*, *Kremen2*, *Sostdc1*, and *Ctnnd2[45]*) in ventral domain epithelium. Accordingly, assessemnt of WNT pathway activity via α-LEF1 IF, revealed the highest epithelial enrichment in the anterior part of the DL with a gradual diminishment moving towards ventral epithelium (**Fig 3E and 3F**). However, in contrast to the ventral epithelium, α-LEF1 signal was highly enriched in the underlying ventral mesenchyme, consistent with the secreted WNT ligands from ventral epithlium inducing WNT pathway activity in the underlying mesenchyme (**Fig 3E and 3F)**. 

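*Axin2*, a negative regulator and target of WNT signaling, was at 94.6 ± 47.4 CPM (SD, n = 8) in the aboral domain, 38.4 ± 13.2 CPM (n = 8) in the DL, 29.5 ± 10.8 CPM (n = 5) in the anterior domain and 22.5 ± 7.13 CPM (n = 4) in the posterior domain. It was lower in the posterior domain (log2 fold change -2.10, standard error 0.393, adjusted p = 0.00159 from edgeR) and short of the threshold in the DL (-1.28, standard error 0.298, adjusted p = 0.0138). *Sostdc1* was at 326 ± 113 CPM in the aboral domain and 57.8 ± 56.0 CPM in the DL (-2.46, standard error 0.513, adjusted p = 0.00464), and at 148 ± 44.8 CPM (n = 4) in the posterior domain (-1.17, adjusted p = 0.518). *Kremen2*, a DKK receptor, was at 169 ± 77.4 CPM and 93.4 ± 33.0 CPM (-0.82, standard error 0.365, adjusted p = 0.236), and *Ctnnd2*, a catenin, at 59.0 ± 11.6 CPM and 75.9 ± 23.8 CPM (0.38, standard error 0.249, adjusted p = 0.405). Of 18 tested WNT antagonists and feedback genes, 2 were higher and 2 lower in the DL than in the aboral domain (2 and 4 adjusted over the list alone; camera adjusted p = 0.126). *Notum* and *Dkk3* were the higher genes and *Sostdc1* and *Dkk2* the lower ones, in libraries that can share an embryo.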

Given that constitutive activation of the WNT pathway in oral and dental epithelium leads to supernumary teeth formation [46–49], we suspect that the negative regulators of the WNT pathway prevent the dental lineage fate in ventral domain epithelium. 

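*Lef1* in the DL, at 71.4 ± 24.9 CPM (SD, n = 8), lay between the posterior domain, at 25.1 ± 3.90 CPM (n = 4), and the aboral domain, at 100 ± 40.6 CPM (n = 8). The posterior domain was lower than the aboral domain (log2 fold change -2.02, standard error 0.362, adjusted p = 0.000941 from edgeR), and neither the DL against the aboral domain (-0.46, adjusted p = 0.352) nor the posterior domain against the DL (-1.56, adjusted p = 0.0119) passed the threshold. For *Axin2* the log2 fold change in the posterior domain against the DL was -0.82 (standard error 0.372, adjusted p = 0.154). *Ptch1*, *Ptch2* and *Gli1* were each higher in the DL than in the aboral domain, by log2 fold changes of 2.22, 4.43 and 2.25, over libraries of which some may share an embryo.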

Interestingly, at E11.5, we found expression of genes indicative of SHH (e.g., *Ptch1*, *Ptch2* and *Gli1*) and WNT (e.g., *Lef1* and *Axin2*) pathway activity converged at the site of DL formation (**S4 Fig**). Finally, in addition to SHH and WNT signaling, we found expression of multiple genes in the FGF and BMP pathway that were restricted or enriched in the dental epithelium (e.g., *Fgf20*, *Bmp2*, *Fgf9*, *Fgf8*, and *Id4*) (**S4D Fig**). 

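Of 6 tested FGF ligands, 3 were higher in the DL than in the aboral domain and none was lower by edgeR (3 and 0 adjusted over the list alone; median log2 fold change 3.43, camera adjusted p = 1.00e-07). *Fgf20*, a growth factor of dental epithelium, was at 6.43 ± 4.94 CPM (SD, n = 8) in the DL and had no counts in any aboral library, so it was at least 66.3-fold higher, taking a floor of 3 counts over the group (adjusted p = 0.00529). *Fgf8* was lower in the posterior domain than in the DL as well (log2 fold change -5.05, standard error 1.11, adjusted p = 0.00972), whereas *Fgf9* was short of the threshold there (-2.27, standard error 0.681, adjusted p = 0.0501). *Dusp6*, a feedback inhibitor induced by FGF signaling, was the 1 called gene of 11 tested FGF response genes (log2 fold change 2.57, standard error 0.507, adjusted p = 0.00236), and 5 were higher when adjusted over the list alone (camera adjusted p = 1.19e-05, adjusted p = 0.0199 with an estimated correlation). *Bmp2*, a BMP ligand, was at 24.0 ± 14.7 CPM in the DL and 2.95 ± 1.91 CPM (n = 8) in the aboral domain, short of the threshold (log2 fold change 3.13, standard error 0.735, adjusted p = 0.0143). *Id4*, a target of BMP signaling, was at 34.2 ± 8.78 CPM and 11.1 ± 4.10 CPM (1.69, standard error 0.297, adjusted p = 0.000698), and was higher in the posterior than in the aboral domain too (1.76, standard error 0.334, adjusted p = 0.00185). Of 18 tested BMP pathway genes, *Id4* alone was called in the DL against the aboral domain (2 higher and 1 lower adjusted over the list alone; camera adjusted p = 0.592). From the expression of pathway genes in the domains (S4 Fig), the paper concludes that signaling pathways have complementary domains, with SHH on the dorsal and WNT on the ventral side, and as elsewhere libraries may share embryos.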

In sum, similar to TFs, we found complementary expression domains of signaling pathways along the dorsal-ventral axis of the mandibular epithelium, typified by SHH dorsally and WNT ventrally.

### Loss-of-function models provide evidence of a mutually restrictive relationship between DL and aboral domain networks

To determine the role of domain specific TFs in mandibular epithelium patterning and DL formation, we next examined two loss-of-function mouse models. First, we examined gene expression changes associated with loss of *Pitx2*, one of the earliest and most specific markers for the dental epithelium. Here, we utilized a *Pitx2* ‘knockout’ (*Pitx2 KO*) allele *[15]*, which harbors an IRES-Cre knock-in cassette at the *Pitx2* locus, preventing protein production. Previous studies have shown that loss of *Pitx2* doesn’t affect dental lamina formation but causes tooth development arrest at placode (maxillary teeth) or bud (mandibular teeth) stage with full penetrance [15,16,30,36,50,51]. Consistent with previous reports, we found the localized thickening DL strip formation is presented in *Pitx2 KO* mice at E11.5 (**Figs 4 and S5A–S5F**). To assess DL specific gene expression changes upon loss of *Pitx2*, we next used LMD-RNA-seq to profile the E11.5 DL from both *Pitx2 KOs* and littermate controls. 

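The *Pitx2* KO set held 8 libraries of the DL, which were compared with the 8 wild type DL libraries. The labels give neither the incisor or molar site of a library nor which wild type libraries came from littermates, so the sites were not separated. Total counts per library ranged from 1006156 to 4549778 (median 2526592) in the *Pitx2* KO. *Pitx2* transcripts were at 181 ± 79.3 CPM (SD, n = 8) in the KO and 265 ± 66.6 CPM (SD, n = 8) in the wild type, which did not differ past the threshold (log2 fold change -0.60, standard error 0.259, adjusted p = 0.283 from edgeR). The allele carries an IRES-Cre cassette that prevents protein production, so transcripts can remain and their level does not check the genotype. The 16 libraries were fitted alone over the 15203 genes kept by the filter on low counts, with the thresholds used for the domains. In counts simulated from these libraries, 45 of 50 genes with a log2 change of 2 and 7 of 50 with a log2 change of 1 were called. Counts from 12 repeat entries of the annotation made up 1.25 ± 0.862% (SD, n = 8) of the KO libraries and 5.32 ± 2.66% (SD, n = 8) of the wild type DL libraries (two-sided exact permutation test, p = 0.000155, 0.00333 after adjustment over 30 library measures). The Y-linked gene *Ddx3y* was at or under 0.235 CPM in 7 of the 8 KO libraries and in 1 of the 8 wild type libraries. The embryo of each library is again not given, and p-values may be too small.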

In both incisor and molar sites, we found that ventral domain specific TFs—including *Tfap2a* and *Tfap2b*—were among the top upregulated genes in *Pitx2 KOs*, while DL specific TFs—including *Ascl5* and *Zfp536*—were among the top downregulated genes (**Fig 4A and 4B**). 

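*Tfap2a* was at 113 ± 53.2 CPM (SD, n = 8) in the *Pitx2* KO and 46.4 ± 17.6 CPM (SD, n = 8) in the wild type DL, and *Tfap2b* at 48.4 ± 20.8 CPM and 18.8 ± 10.6 CPM. Neither passed the threshold by edgeR, with log2 fold changes of 1.23 (standard error 0.293, adjusted p = 0.0532) and 1.27 (standard error 0.385, adjusted p = 0.133). Of 3 tested genes of the TFAP2 family none was called, 2 were higher when adjusted over the list alone, and the list had a camera adjusted p of 0.00230 (adjusted p = 0.0807 with an estimated correlation). *Tfap2a* was called by limma-voom and without a filter on low counts, and had an adjusted p of 0.0143 from DESeq2. *Ascl5*, a basic helix-loop-helix factor on chromosome 1 from 136050804 to 136051370, was below the filter. It held 4 counts over the 8 KO libraries and 46 over the 8 wild type libraries, at 0.244 ± 0.516 CPM and 4.46 ± 4.31 CPM (two-sided exact permutation test on log2(CPM + 1), p = 0.00264, 0.00311 after adjustment over 5 such tests), and DESeq2 gave a log2 fold change of -4.32 (adjusted p = 0.00638). *Zfp536* was at 35.4 ± 20.9 CPM and 66.8 ± 32.5 CPM, short of the threshold (-0.92, standard error 0.348, adjusted p = 0.224). Over all 15203 genes, edgeR called 1 higher, *Wnt9b*, and 1 lower, *Cdo1*, with 2204 at an unadjusted p under 0.05 and 79 at an adjusted p under 0.05. The count was 169 by DESeq2, 249 by limma-voom, 0 with the repeat share of each library as a covariate, and 275 without the libraries low in ribosomal protein transcripts, a set chosen after the data were seen. Some of these libraries may share an embryo.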

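*Wnt9b* was at 64.8 ± 39.6 CPM (SD, n = 8) in the *Pitx2* KO against 7.12 ± 4.29 CPM (SD, n = 8) in the wild type DL, a log2 fold change of 3.14 (standard error 0.455, adjusted p = 0.00309 from edgeR). *Wnt3* was at 67.4 ± 47.5 CPM against 11.3 ± 7.06 CPM, short of the threshold (2.48, standard error 0.449, adjusted p = 0.0194), and was called by DESeq2 and limma-voom. *Wnt4* was at 231 ± 54.6 CPM against 127 ± 18.1 CPM, with every KO library above every wild type library (0.82, standard error 0.183, adjusted p = 0.0417). *Wnt7b*, at 78.7 ± 49.8 CPM against 38.9 ± 30.8 CPM, had a log2 fold change of 0.96 (standard error 0.456, adjusted p = 0.333), and *Sostdc1*, at 140 ± 92.9 CPM against 57.8 ± 56.0 CPM, one of 1.21 (standard error 0.539, adjusted p = 0.304). Of 8 tested WNT ligands, *Wnt9b* was the 1 called, 3 were higher when adjusted over the list alone, and 7 had log2 fold changes above 0 (median 0.89, camera adjusted p = 1.59e-06, adjusted p = 0.0807 with an estimated correlation). The KO libraries also held a lower share of repeat entries, and with that share as a covariate the log2 fold change of *Wnt9b* was 2.00 (standard error 0.664), no longer past the threshold. Shared embryos among the libraries would make these p-values too small.

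**Figure D2:**
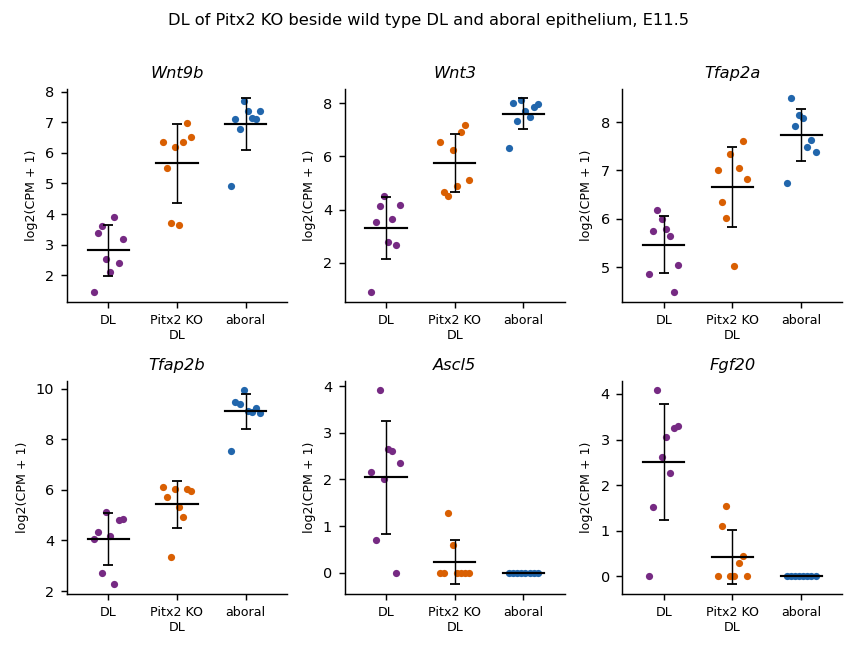
RNA levels in the DL of the *Pitx2* KO beside the wild type DL and wild type aboral epithelium at E11.5. Each point is 1 library (8 per group), the y axis is log2(CPM + 1) after TMM normalization, and the line and error bar are the mean and SD. *Wnt9b* in the KO, at 64.8 CPM on average, lies between the DL at 7.12 CPM and the aboral domain at 136 CPM, and *Ascl5* and *Fgf20* have no counts in the aboral libraries.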

Additional ventral domain specific or enriched genes, including WNT ligands (*Wnt9b*, *Wnt3*, *Wnt7b*, and *Wnt4*) and a WNT inhibitor (*Sostdc1*), were also significantly upregulated in the DL of *Pitx2 KOs*. Conversely, DL specific or enriched genes, including FGF ligands (*Fgf8* and *Fgf20*) and EPH receptors (*Epha7* and *Epha4*), were significantly downregulated in *Pitx2 KOs*. 

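*Fgf20* held 8 counts over the 8 *Pitx2* KO libraries and 69 over the 8 wild type DL libraries, at 0.459 ± 0.710 CPM and 6.43 ± 4.94 CPM, and was below the filter on low counts. An exact permutation test on log2(CPM + 1) gave a two-sided p of 0.00311 (0.00311 after adjustment over 5 such tests), and DESeq2 a log2 fold change of -3.96 (adjusted p = 0.00152). *Fgf8* was at 114 ± 161 CPM (SD, n = 8) and 165 ± 160 CPM (SD, n = 8), with a log2 fold change of -0.56 (standard error 0.853, adjusted p = 0.804 from edgeR). *Epha7* was at 34.5 ± 7.76 CPM and 71.9 ± 22.1 CPM, short of the threshold (-1.09, standard error 0.222, adjusted p = 0.0252), and was called by DESeq2 and limma-voom. *Epha4* had a log2 fold change of -0.93 (standard error 0.365, adjusted p = 0.241). *Cdo1*, a cysteine dioxygenase on chromosome 18 from 46713193 to 46728395, was the 1 gene called lower by edgeR, at 20.5 ± 5.96 CPM and 66.2 ± 25.5 CPM (-1.73, standard error 0.250, adjusted p = 0.00309), with every KO library below every wild type library. Embryos may be shared among these libraries.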

Reduction of Fgf8 in the DL of *Pitx2* KOs has been reported in previous studies [15,16,36]. IF staining confirmed that ventral domain specific TF expression, including that of TFAP2A and TFAP2B, was upregulated and expanded dorsally into the DL of *Pitx2 KOs* (**Fig 4C–4J**). Thus, loss of a dental epithelium specific TF correlated with a gain of ventral domain specific genes’ expression.

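Of 50 tested genes that the S1 Table lists as aboral specific, 46 had log2 fold changes above 0 in the *Pitx2* KO DL against the wild type DL (median 0.70). Among them *Wnt9b* was called higher by edgeR, and 9 were higher when adjusted over the list alone. Camera gave the list an adjusted p of 4.06e-14 (adjusted p = 0.0538 with an estimated correlation). Of 25 tested DL specific genes other than *Pitx2*, 24 had log2 fold changes below 0 (median -0.93), none was called over all genes and 5 were lower when adjusted over the list alone (camera adjusted p = 4.98e-15, adjusted p = 0.0344 with an estimated correlation). Among 27 tested posterior specific genes 25 had log2 fold changes above 0 (median 0.43, camera adjusted p = 3.21e-05, adjusted p = 0.352 with an estimated correlation). *Foxa2*, a posterior specific gene that was not tested, was below the filter and was at 13.4 ± 10.6 CPM (SD, n = 8) in the KO and 0.341 ± 0.687 CPM (SD, n = 8) in the wild type (two-sided exact permutation test on log2(CPM + 1), p = 0.00264, 0.00311 after adjustment over 5 such tests). The S1 lists were chosen on the same wild type libraries, so their direction is not independent evidence, and libraries can share an embryo. With the repeat share as a covariate the median of the aboral specific list was 0.544, and with the presence of *Ddx3y* as one it was 0.534. From the rise of ventral genes together with the fall of DL genes, and the TFAP2A and TFAP2B staining of Fig 4, the paper concludes that losing a dental epithelium factor goes with a gain of ventral domain genes.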

**Fig 4:**
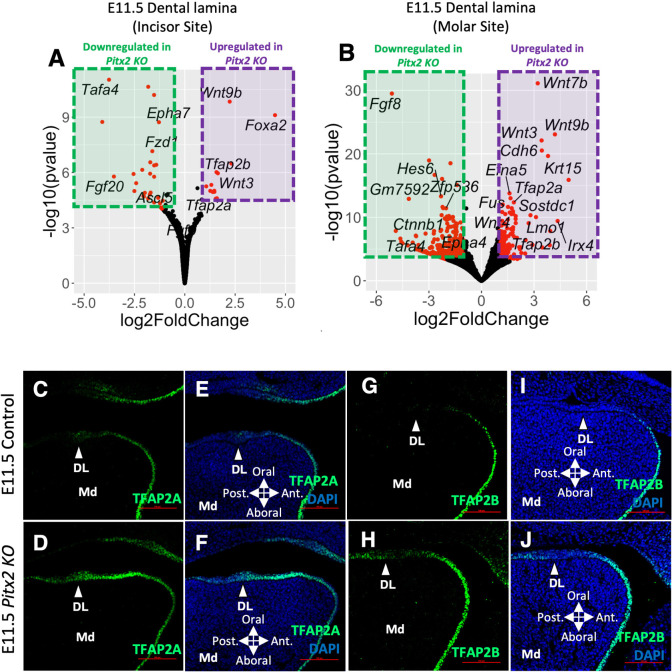
Upregulation of aboral domain specific or enriched genes in the dental lamina of the *Pitx2* KO. **A, B)** Volcano plots of DEGs comparing the dental lamina at the mesial/incisor site (A) or the distal/molar site (B) of E11.5 *Pitx2 KOs* with littermate controls. Red dots indicate DEGs with an absolute log2 fold-change larger than 1.0 and a adjusted p value less than 0.01. **C-J)** TFAP2A (C-F) or TFAP2B (G-J) immunofluorescent (IF) staining of an E11.5 mouse head sagittal section in a control (C, E, G, I) or *Pitx2* KO (D, F, H, J). Note, panels E, F, I, and J are the same section as in panels C, D, G, and H, respectively, but include visualization of the DAPI counterstain. White arrowheads in all panels point to the dental lamina. Abbreviations: DAPI, DAPI nuclear counterstain; DL, dental lamina; Md, Mandible. Scale bar = 100 μm.

Next, we examined the early ectodermal (using the CRECT Cre mouse line, driven by a *Tfap2a* ectodermal specific enhancer [52], which active by ~ E7.5) double knockout of *Tfap2a* and *Tfap2b* mouse model (referred to as *Tfap2a; Tfap2b EDKO* in this study) to determine the effect of removal of an ventral domain specific TFs. Previous analyses of this loss-of-function model found an ectopic incisor (EI) forming on the aboral/ventral side of the mandible [32]. Given that previous analyses of *Tfap2a; Tfap2b EDKOs* did not include early stages of odontogenesis (e.g., DL formation), we first examined early stages of tooth development in mutants versus controls by histology (**Figs 5** and **S5G–S5K**). We found, at E11.5, an epithelium characteristic of the DL (e.g., thickened multilayer epithelium) expanded ventrally in *Tfap2a; Tfap2b EDKOs* (**Fig 5A and 5B**). Subsequently, at E12.5, an ectopic tooth placode formed at the bottom of the aboral/ventral side of the mandible (separated from the normal incisor (I_1_) placode) in *Tfap2a; Tfap2b EDKOs* (**S5H and S5H’ Fig**). Consistent with the previous findings [32], late stage (E14.5-E18.5) H&E and skeletal preparations revealed that in most *Tfap2a; Tfap2b EDKOs*, this ectopic placode eventually developed into an aboral ectopic incisor. While the ectopic incisor grew with grossly normal morphology and size, the lingual-labial axis of this ectopic incisor was inverted (**S5I–S5K** and **S6 Figs)**. Thus, histology suggested that in *Tfap2a; Tfap2b EDKOs*, the ventral domain of the mandibular epithelium, which normally commits to the surface skin lineage, is converted into dental epithelium lineage.

**Fig 5:**
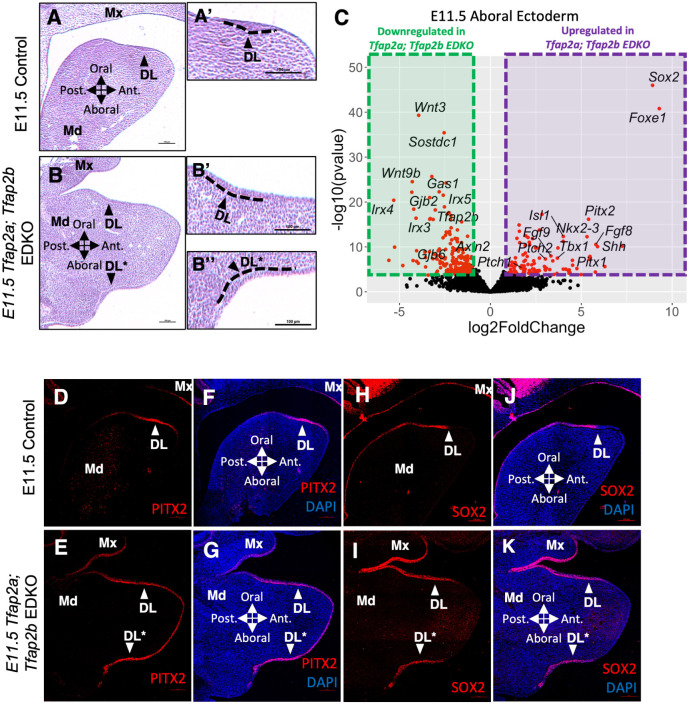
Upregulation of dental lamina specific or enriched genes in the aboral domain of the *Tfap2a; Tfap2b EDKO*. **A, B)** H&E staining of a sagittal section of an E11.5 control and *Tfap2a; Tfap2b EDKO* head. Black arrowheads point to the multilayered dental lamina, including the ectopic multilayered epithelium found in the aboral domain of the *Tfap2a; Tfap2b EDKO* in panel B. A’, B’, B”: Higher magnification of dental lamina and ectopic dental lamina in panel A and B. **C)** Volcano plot of DEGs comparing the aboral epithelium of E11.5 *Tfap2a; Tfap2b EDKOs* with littermate controls. Red dots indicate DEGs with a absolute log2 fold-change larger than 1.0 and a adjusted p value less than 0.01. **D-K)** PITX2 (D-G) or SOX2 (H-K) immunofluorescent (IF) staining of an E11.5 mouse head sagittal section in a control (D, F, H, J) or *Tfap2a; Tfap2b EDKO* (E, G, I, K). Note, panels F, G, J, and K are the same section as panels D, E, H, and I, respectively, but include visualization of the DAPI counterstain. Original and ectopic dental lamina are marked by white arrowheads. Abbreviations: DAPI, DAPI nuclear counterstain; DL, dental lamina; DL*, ectopic dental lamina; Md, Mandible; Mx, Maxilla. Scale bar = 100 μm.

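*Tfap2a; Tfap2b* EDKO embryos lack both TFAP2 factors in the ectoderm, and 6 libraries of their aboral epithelium were compared with the 8 wild type aboral libraries. *Tfap2a* transcripts were at 51.1 ± 13.7 CPM (SD, n = 6) in the EDKO and 224 ± 79.7 CPM (SD, n = 8) in the wild type (log2 fold change -2.01, standard error 0.259, adjusted p = 0.000128 from edgeR), and every EDKO library lay below every wild type library. *Tfap2b* was at 88.6 ± 37.5 CPM (n = 6) and 594 ± 221 CPM (n = 8), a log2 fold change of -2.61 (standard error 0.333, adjusted p = 0.000120). Total counts ranged from 1056455 to 2291500 (median 1405860) in the EDKO libraries. *Ddx3y* was at 19.2 to 33.3 CPM in the EDKO libraries and at 0 CPM in wild type aboral libraries 2, 3 and 4, so sex may be unbalanced between the groups. The annotation entry CT010467.1 held 4.30 ± 0.986% (SD, n = 6) of EDKO counts and 9.86 ± 0.992% (SD, n = 8) of wild type counts (two-sided exact permutation test, p = 0.000333, 0.00333 after adjustment over 30 library measures). The 14 libraries were fitted alone over 15880 genes, and 36 of 50 genes with a log2 change of 2 were called in counts simulated from them, with 6 of 50 at a log2 change of 1. Mesenchyme markers averaged a log2(CPM + 1) of 3.19 ± 0.72 (SD, n = 6) in the EDKO and 3.74 ± 0.58 (SD, n = 8) in the wild type over 19 genes (two-sided exact permutation test, p = 0.132, 0.208 after adjustment over 30 library measures). Among them *Twist2* was lower in the EDKO, at 1.82 CPM against 84.4 CPM (log2 fold change -5.42, standard error 0.887, adjusted p = 0.00146), and *Prrx1* (33.2 CPM against 195 CPM, adjusted p = 0.0199) and *Twist1* (11.0 CPM against 66.1 CPM, adjusted p = 0.0239) were short of the threshold. Which wild type libraries came from littermates and which libraries share an embryo is not given in the labels, and p-values over libraries may be too small.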

To determine the molecular level changes in *Tfap2a; Tfap2b EDKOs*, we generated transcriptome profiles of E11.5 ventral epithelium in *Tfap2a; Tfap2b EDKOs* and littermate controls using LMD-RNA-seq. DEG analysis of RNA-seq data revealed that DL specific or enriched TFs—including *Sox2*, *Foxe1*, *Pitx2*, *Pitx1*, *Nkx2-3*, *Tbx1* and *Isl1*—were among the top upregulated genes in the ventral epithelium of *Tfap2a; Tfap2b EDKOs* (**Fig 5C**). In contrast, ventral epithelium specific or enriched TFs—including *Irx4*, *Irx3* and *Irx5*—were among the top downregulated genes in the *Tfap2a; Tfap2b EDKOs* (**Fig 5C**). 

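In the aboral epithelium of the EDKO, 65 genes were higher and 119 lower than in the wild type by edgeR, and all 5 of *Sox2*, *Nkx2-3*, *Pitx1*, *Isl1* and *Tbx1* were among the higher genes. *Sox2* was at 90 ± 24.4 CPM (SD, n = 6) in the EDKO and 0.306 ± 0.489 CPM (SD, n = 8) in the wild type (log2 fold change 9.06, standard error 0.599, adjusted p = 1.48e-08). *Foxe1* was at 56.5 ± 18.5 CPM against 1 count over the 8 wild type libraries, a ratio of 1890 (95% counting interval 337 to 74700, covering counting error only). This ratio pools counts within each group and leans on the libraries with the most counts. The 1 wild type count lay in aboral library 6, at 1.45 CPM, and group means would give a lower ratio. *Pitx2* was at 256 ± 88.3 CPM against 5.81 ± 4.32 CPM (5.57, standard error 0.596, adjusted p = 1.89e-05). *Pitx1* and *Nkx2-3* were at 69.4 ± 29.1 CPM and 29.9 ± 10.3 CPM in the EDKO, with log2 fold changes of 4.48 (adjusted p = 0.000697) and 5.26 (adjusted p = 0.000691). *Tbx1* and *Isl1* had log2 fold changes of 3.62 (adjusted p = 0.00520) and 3.77 (adjusted p = 0.000807). Of 13 tested genes of early tooth epithelium, 6 were higher and 1, *Wnt10a*, lower (7 and 3 adjusted over the list alone, camera adjusted p = 1.57e-12). This list includes DL factors that the paper names from the same wild type libraries, so it is not independent evidence. Without aboral libraries 2, 3 and 4, which had the most counts and no *Ddx3y*, 133 genes were higher and 121 lower. With the presence of *Ddx3y* as a covariate 86 were higher and 107 lower. Both settings were chosen after the data were seen. DESeq2 called 414 genes and limma-voom 387, and p-values would be too small where libraries share an embryo.

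**Figure D3:**
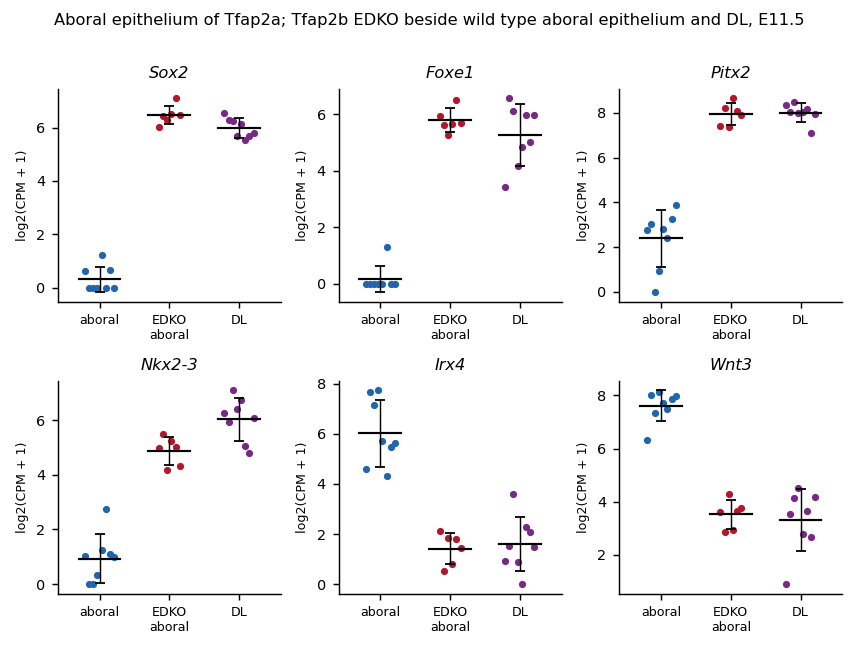
RNA levels in the aboral epithelium of the *Tfap2a; Tfap2b* EDKO beside wild type aboral epithelium and wild type DL at E11.5. Each point is 1 library (8 aboral, 6 EDKO, 8 DL), the y axis is log2(CPM + 1) after TMM normalization, and the line and error bar are the mean and SD. *Sox2*, *Foxe1* and *Pitx2* in the EDKO, at 90, 56.5 and 256 CPM on average, lie beside the DL means of 64.0, 46.6 and 265 CPM.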

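*Irx4*, an Iroquois homeobox factor on chromosome 13 of GRCm38 from 73260479 to 73269608, was at 1.88 ± 1.12 CPM (SD, n = 6) in the EDKO and 93.0 ± 81.0 CPM (SD, n = 8) in the wild type aboral epithelium (log2 fold change -5.44, standard error 0.647, adjusted p = 5.69e-05 from edgeR). *Irx3* fell by 3.50 on the log2 scale (standard error 0.466, adjusted p = 0.000176) and *Irx5* by 2.74 (-2.74, standard error 0.297, adjusted p = 2.02e-05). Of 4 tested Iroquois genes 3 were lower and none higher (3 lower adjusted over the list alone; camera adjusted p = 2.20e-13). *Msx2* and *Lmx1b* were lower as well, with log2 fold changes of -2.23 and -3.14. Of 10 tested factors that the study lists as aboral specific, 7 were lower (10 adjusted over the list alone), a list chosen on the same wild type libraries, some of which may share an embryo.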

Along with changes of domain specific or enriched TF expression, we also found upregulation of FGF and SHH pathway genes (e.g., *Fgf8*, *Fgf9*, *Shh*, and *Ptch2*) and downregulation of WNT pathway genes (e.g., *Wnt3*, *Sostdc1*, and *Wnt9b*) in the ventral epithelium of *Tfap2a; Tfap2b EDKOs* (**Fig 5C**). 

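*Fgf9* was at 60.3 ± 7.98 CPM (SD, n = 6) in the EDKO and 6.31 ± 5.67 CPM (SD, n = 8) in the wild type (log2 fold change 3.37, standard error 0.604, adjusted p = 0.00317 from edgeR). Of 10 tested FGF response genes 4 were higher, *Dusp6*, *Etv5*, *Spry2* and *Spred1*, and all 10 had log2 fold changes above 0 (4 higher adjusted over the list alone; median 1.11, camera adjusted p = 2.28e-08). *Fgf8* was below the filter on low counts, at 8.61 ± 3.33 CPM against 0.260 ± 0.684 CPM, and every EDKO library lay above every wild type library (two-sided exact permutation test on log2(CPM + 1), p = 0.000333, 0.000832 after adjustment over 5 such tests). *Ptch2* was at 41.4 ± 21.5 CPM against 5.46 ± 3.76 CPM (3.02, standard error 0.604, adjusted p = 0.00782). Of 14 tested SHH pathway genes, *Ptch1* and *Ptch2* were higher and the co-receptors *Boc*, *Cdon* and *Gas1* lower (3 and 3 adjusted over the list alone). The calls of *Ptch1* and *Ptch2* ended with the repeat share of each library as a covariate (adjusted p = 0.0119 and 0.0187) and with the presence of *Ddx3y* as one (0.0166 and 0.0249), settings chosen after the data were seen. *Wnt3* was at 11.2 ± 4.47 CPM in the EDKO (-4.08, standard error 0.327, adjusted p = 2.93e-07), *Wnt9b* at 6.00 ± 4.44 CPM (-4.38, standard error 0.510, adjusted p = 4.64e-05) and *Sostdc1* at 47.4 ± 9.80 CPM (-2.66, standard error 0.253, adjusted p = 3.91e-06). Of 11 tested WNT ligands 7 were lower and none higher (8 lower adjusted over the list alone; median -2.31, camera adjusted p = 1.49e-21), and of 15 tested WNT antagonists and feedback genes 6 were lower and none higher (1 higher and 7 lower adjusted over the list alone). The replicates are libraries, and embryos may be shared.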

Consistent with LMD-RNA-seq analysis, IF staining of two key DL TFs, PITX2 and SOX2, confirmed their ectopic and ventrally expanded expression in the ventral epithelium of *Tfap2a; Tfap2b EDKOs* (**Fig 5D–5K**). However, this ventrally expansion of DL specific/enriched genes expression was not observed in either single KOs (**S7 Fig**). 

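Of 72 tested genes that the S1 Table lists as aboral specific, leaving out *Tfap2a* and *Tfap2b*, 46 were lower and none higher in the EDKO aboral epithelium than in the wild type by edgeR (67 lower adjusted over the list alone; median log2 fold change -2.38, camera adjusted p = 2.30e-121). *Cxcl14*, a chemokine of surface epithelium on chromosome 13 from 56288643 to 56296551, was at 1.63 ± 1.44 CPM (SD, n = 6) against 1070 ± 394 CPM (SD, n = 8) (-9.17, standard error 0.511, adjusted p = 3.08e-09). Of 20 tested DL specific genes 6 were higher and none lower, and all 20 had log2 fold changes above 0 (7 higher adjusted over the list alone; median 1.28, camera adjusted p = 1.29e-14). *Epha7* and *Epha4*, receptors enriched in the DL, rose by 2.65 and 1.67 on the log2 scale (adjusted p = 0.00209 and 0.00206). Of 447 tested DL enriched genes 18 were higher and 2 lower (28 and 3 adjusted over the list alone; camera adjusted p = 1.54e-10, adjusted p = 0.322 with an estimated correlation), and of 26 posterior specific genes 5 were higher and none lower (7 and 1 adjusted over the list alone; camera adjusted p = 8.47e-09, adjusted p = 0.0246 with an estimated correlation). These lists were chosen by the study on the same wild type libraries and are not independent evidence of their direction, and libraries may share an embryo. From the upregulated DL factors, the downregulated ventral factors and the PITX2 and SOX2 staining of Fig 5, the paper concludes that losing both TFAP2 factors goes with a gain of DL genes in ventral epithelium.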

In summary, loss of ventral domain epithelial specific TFs correlated with a gain of DL domain specific genes’ expression.

LMD-RNA-seq analysis of epithelial tissue from *Pitx2 KOs* and *Tfap2a; Tfap2b EDKOs* identified that loss of domain specific TFs correlated with upregulation of genetic program defining the reciprocal domain. 

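Part of the genes that differed between the wild type DL and aboral epithelium moved toward their DL levels in the EDKO aboral epithelium, while in the *Pitx2* KO DL edgeR called only 2 genes (169 by DESeq2 and 249 by limma-voom). Of 48 genes higher in the EDKO and tested in both comparisons, 21 were among the 43 higher in the DL than in the aboral domain, where independent lists would share 0.13. Of 119 lower in the EDKO, 70 were among the 150 lower in the DL (1.13 for independent lists), the deleted *Tfap2a* and *Tfap2b* included. No gene was called in opposite directions. Both comparisons use the same aboral libraries, so unrelated changes can overlap more than independent lists, by an amount that was not simulated. Among the 70 was the mesenchyme marker *Twist2*, at 84.4 CPM in the wild type aboral, 1.43 CPM in the DL and 1.82 CPM in the EDKO libraries. Mesenchyme cells in the shared aboral libraries could lower such genes in both comparisons, and their part in the overlap was not tested. Over 15835 genes the differences of mean log2(CPM + 1) in the EDKO had a correlation across genes of 0.802 with those between the DL and the aboral domain. Counts simulated with no difference among the DL, aboral and EDKO groups gave 0.452. That simulation holds no real difference between the domains, so its correlation does not measure what shared libraries add in these data. The covariance was 0.416 against a simulated 0.0818, and with the aboral libraries split between the comparisons the correlations were 0.573 and 0.516. In the *Pitx2* KO the correlation over 15200 genes was -0.573, beside a simulated -0.523, the covariance -0.237 beside -0.0757, and the correlations with split DL libraries -0.397 and -0.43. Of the 2 genes edgeR called in the *Pitx2* KO, the higher one, *Wnt9b*, was among the 116 lower in the DL than in the aboral domain, and the lower one, *Cdo1*, was called in neither direction between the domains. Genes are not independent replicates, so no p-value is given for these correlations. In one fit of the 30 libraries, the log2 fold change in the *Pitx2* KO less that in the EDKO was called for 263 of 19206 genes, 196 above 0 and 67 below. It was 7.66 for *Wnt9b* (standard error 0.737, adjusted p = 1.13e-08 from edgeR), 3.36 for *Tfap2a* (standard error 0.435, adjusted p = 4.77e-06), -9.53 for *Sox2* (adjusted p = 6.97e-12) and -6.10 for *Pitx2* (adjusted p = 4.05e-08), over libraries that may share embryos. *Tfap2a* is deleted in the EDKO and *Pitx2* carries the cassette in the *Pitx2* KO, so the alleles themselves can make part of these 2 differences.

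**Figure D4:**
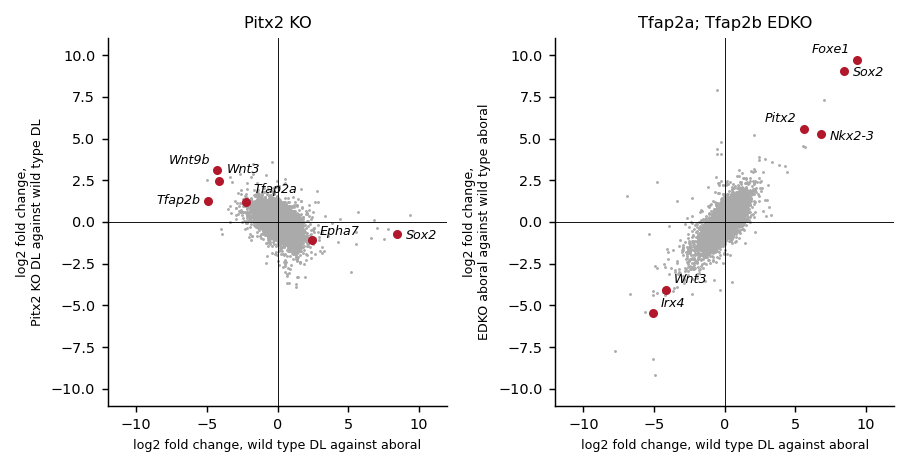
Log2 fold changes of the *Pitx2* KO DL against the wild type DL (left, 15200 genes) and of the EDKO aboral epithelium against the wild type aboral epithelium (right, 15835 genes), plotted against the log2 fold change of the wild type DL against the aboral epithelium. Each gray point is 1 gene and genes in red are named. The cloud slopes downward on the left and upward on the right. Over the same genes, differences of mean log2(CPM + 1) had correlations of -0.573 and 0.802. Counts simulated with no difference among the groups, the domains included, gave -0.523 and 0.452. With the control libraries split the correlations were -0.397 and -0.43 on the left, and 0.573 and 0.516 on the right.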

To further test the nature of the potential cross-repression between PITX2 and TFAP2A/TFAP2B in a more homogenous, tractable system, we utilized a human oral epithelial cell line, GMSM-K cells [53]. Note, GMSM-K cells have robust *TFAP2A* expression but very low *TFAP2B* expression (personal communication with Robert Cornell, based on RNA-seq data). First, to determine PITX2’s impact on TFAP2A expression, we transfected GMSM-K cells with either a GFP or PITX2 encoding construct and monitored TFAP2A expression. Compared to un-transfected or GFP transfected control cells, PITX2 transfected cells had a significant reduction in TFAP2A mRNA and protein levels (**S8A–S8B Fig**). Secondly, to determine TFAP2’s impact on PITX2’s activity, we utilized an in vitro luciferase reporter assay comprised of the *Pitx2* promoter driving luciferase expression. Given PITX2 can autoregulate its own promoter [26,28,40], transfection of GMSM-K cells with both the *Pitx2* promoter reporter and the PITX2 encoding construct resulted in a significant increase in luciferase activity. However, this activation was significantly decreased in a dose responsive manner upon co-transfection with *Tfap2a* or *Tfap2b* (**S8C Fig**). Collectively, these data highlight the cross-repressive relationship between PITX2 and TFAP2 paralogs.

### Communication between epithelium and mesenchyme defines the tooth initiation site and the dorsal-ventral axis of the mandible

The development of teeth is governed by reciprocal interactions between dental epithelium and the underlying neural crest derived mesenchyme. While previous tissue recombination studies have shown that the tooth initiation capacity first resides in the dental epithelium [54–56], odontogenic competent mesenchyme is also a prerequisite for the tooth development [57]. Having delineated the cross-repressive nature of core networks in the overlying mandibular epithelium, we next examined how these networks impinge upon the underlying mesenchyme in both wild-type and loss-of-function models.

First, we applied LMD-RNA-seq in WT embryos to understand positional gene expression patterns in the dental mesenchyme during normal tooth initiation. Specifically, we partitioned the E11.5 WT dental mesenchyme into three parts: lingual/posterior, middle (right under the DL) and labial/anterior mesenchyme (**S9A Fig**). We found *Foxf1* and *Foxf2*, known SHH downstream readouts [58], were enriched in lingual mesenchyme, while *Msx1*, *Msx2*, and *Lef1*, known BMP and WNT readouts [57,59,60], were enriched in labial mesenchyme (**S9A Fig**). IF analysis of FOXF1 and LEF1 revealed two complementary domains (e.g., FOXF1 in dorsal part, LEF1 in ventral part) in the E10.5 mandibular mesenchyme (**S9B Fig**). Moreover, at E11.5, this FOXF1-LEF1 (i.e., SHH-WNT pathway activity) interface persisted and was positioned directly below the DL, with a few cells in the dental mesenchyme expressing both genes (**S10A–S10C Fig**). This complementary SHH-WNT pathway activity pattern is consistent with the expression of SHH and WNT pathway ligands in the overlying epithelium.

Second, to examine how these mesenchymal domains were impacted upon perturbation of epithelial programs, we next examined SHH and WNT pathway activity in the mesenchyme of *Pitx2 KOs* and *Tfap2a; Tfap2b EDKOs* by IF for FOXF1 and LEF1. In E11.5 *Pitx2 KOs*—associated with an upregulation of TFAP2A/TFAP2B and WNT ligands in the DL (**Fig 4**)—we found dorsal expansion and upregulation of LEF1 and CTNNB1 (β-catenin), along with a reduction of FOXF1, on the posterior side of the dental mesenchyme (**S10D–S10F, and S11C and S11D Figs**, arrows in **S10F’** and **S11D’ Figs**), relative to controls (**S10A–S10C, and S11A and S11B Figs**). 

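*Shh* averaged 17.2 CPM (range 1.93 to 32.2, n = 8) in the *Pitx2* KO DL and 21.4 CPM (range 0.663 to 56.4, n = 8) in the wild type DL. The log2 fold change was -0.36 (standard error 0.597, adjusted p = 0.825 from edgeR) and 0.40 by limma-voom (adjusted p = 0.795). *Ptch1*, a target of SHH signaling, was at 315 ± 159 CPM against 147 ± 29.0 CPM, short of the threshold (1.03, standard error 0.272, adjusted p = 0.0839). Of 15 tested SHH pathway genes none was called, over all genes or adjusted over the list alone (median 0.01, camera adjusted p = 0.739), where libraries can share an embryo.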

Interestingly, we found no significant changes in *Shh* expression in *Pitx2 KOs*, measured by LMD-RNA-seq. In contrast to *Pitx2 KOs*, in E11.5 *Tfap2a; Tfap2b EDKOs*—associated with a reduction of WNT ligands in the ventral domain epithelium (**Fig 5**)—we found a reduction of LEF1 in the mandibular mesenchyme (**Fig 6B**), relative to controls (**Fig 6A**). Moreover, the LEF1 reduction was associated with an ventral expansion of FOXF1 throughout the E11.5 *Tfap2a; Tfap2b EDKO* mandibular mesenchyme (**Fig 6B**), in contrast to FOXF1’s dorsal restriction in controls (**Fig 6A**). This ectopic expansion of FOXF1 correlated with the ectopic expansion of SHH-pathway components, *Shh*, *Ptch1*, and *Gli1* in the ventral domain epithelium of *Tfap2a; Tfap2b EDKOs* (**Fig 5C**). Thus, epithelial disruption of signaling pathways in loss-of-function models was mirrored by corresponding changes in the mandibular mesenchyme.

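*Shh* was at 7.81 ± 6.13 CPM (SD, n = 6) in the EDKO aboral epithelium and 0.190 ± 0.472 CPM (SD, n = 8) in the wild type, with 81 counts against 4, and was below the filter on low counts. Every EDKO library, from 1.98 to 18.7 CPM, lay above every wild type library (two-sided exact permutation test on log2(CPM + 1), p = 0.000333, 0.000832 after adjustment over 5 such tests). *Ptch1* was at 107 ± 45.1 CPM against 32.1 ± 15.3 CPM (log2 fold change 1.78, standard error 0.353, adjusted p = 0.00729 from edgeR). *Gli1* was at 47.1 ± 23.1 CPM against 12.5 ± 7.73 CPM, short of the threshold (2.03, standard error 0.520, adjusted p = 0.0443), and was called by DESeq2 (adjusted p = 0.00625), with libraries of 1 embryo possibly among the replicates.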

**Fig 6:**
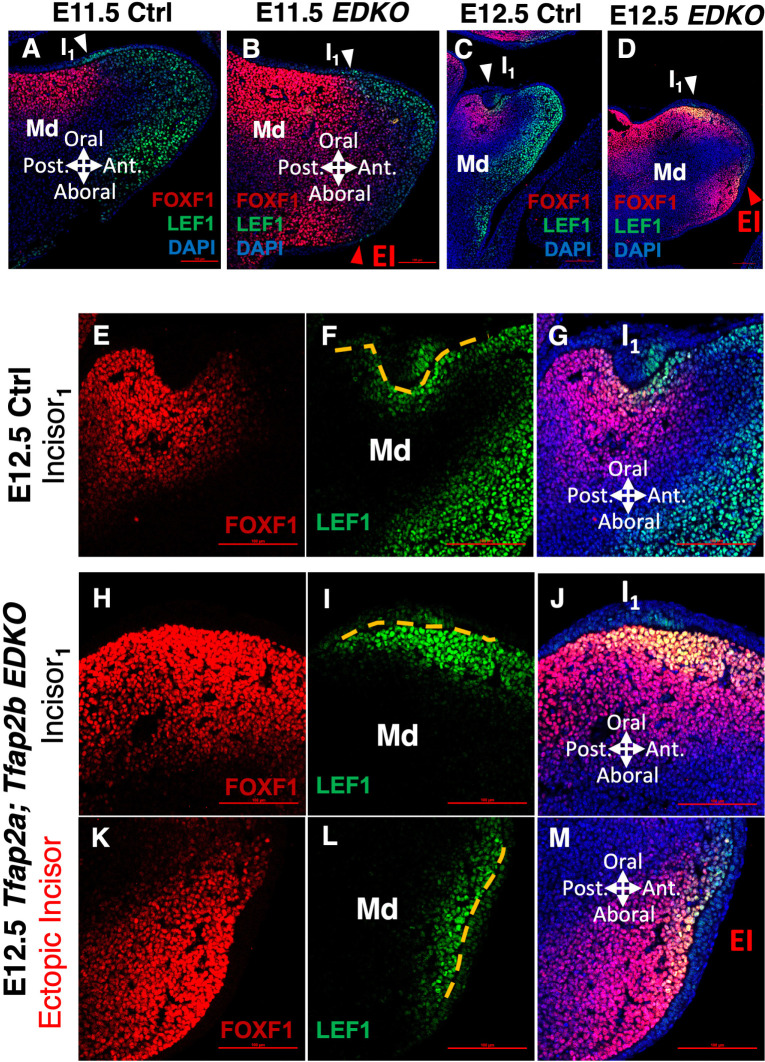
Both original and ectopic tooth initiation sites correlate with a mesenchymal SHH-WNT interface. **A-D)** IF staining of FOXF1 (red, a readout of SHH pathway activity) and LEF1 (green, a readout of WNT pathway activity) in an E11.5 (A, B) or E12.5 (C, D) control (A, C) or *Tfap2a; Tfap2b EDKO* (B, D) mouse head sagittal section. The white arrowhead in panels A-D points to the mesenchymal SHH-WNT pathway interface at the site of original incisor formation. The red arrowhead in panels B and D points to the mesenchymal SHH-WNT pathway interface at the site of ectopic incisor formation. **E-M**) Higher magnification of the site of original incisor formation (E-G) in panel C or of the site of original (H-J) or ectopic (K-M) incisor formation in panel D. Yellow dashed line in panels F, I, and L labels the relative position of the forming dental placode. Abbreviations: DAPI, DAPI nuclear counterstain; EI, ectopic incisor; I1, original incisor; Md: mandible. Scale bar = 100 μm.

Finally, we leveraged our *Tfap2a; Tfap2b EDKO* model—which presented with the ectopic ventral incisor—to further decipher the importance of these networks in defining tooth placement. Interestingly, despite the broad expansion of PITX2 and SOX2 expression in mutants (**Fig 5**), we found the ectopic incisor was always located at the bottom of the ventral/aboral side of the mandible (**S5G–S5K** and **S6 Figs**). Given the correlation of a SHH-WNT interface at the site of wild-type incisor formation, we predicted that such an interface could define the placement of the ectopic incisor. Because we observed a slight developmental delay of the ectopic incisor in *Tfap2a; Tfap2b EDKOs*, relative to the normal incisor, we examined FOXF1 and LEF1 expression at E12.5 when the site of ectopic incisor is clearly identifiable. Similar to E11.5 controls (**S10A–S10C Fig**), in E12.5 controls, FOXF1 and LEF1 expression formed a converging interface underneath the incisor placode (**Fig 6C and 6G**). Consistent with functional significance of the SHH-WNT interface, in *Tfap2a; Tfap2b EDKOs* we found a convergence of FOXF1 and LEF1 expression at not only the ‘original’ incisor site (**Fig 6H–6J**), but the ectopic incisor site as well (**Fig 6K–6M**). Interestingly, compared to the ‘original’ incisor, the orientation of the FOXF1-LEF1 interface was reversed at the site of the ectopic incisor placode (**Fig 6D, 6J and 6M**), consistent with the inverted lingual-labial axis of the ectopic incisor (**S6 Fig**) [61].

Collectively, these results suggest that in *Tfap2a; Tfap2b EDKOs* the ventral mandibular mesenchyme is converted to a mirrored image of dorsal mesenchyme. Thus, epithelial signaling to the mesenchyme helps establish the dorsal-ventral axis of the mandible. Further, this communication—particularly between SHH and WNT pathways—correlates with the location, and orientation, of tooth development. While correlative, these findings suggest functional significance of this interface in tooth development, consistent with previous reports of their individual roles in such [8,10,58,62–64].

## Discussion

In this study, through LMD-RNA-seq, we comprehensively profiled gene expression pattern for different regions of the developing mandible during dental lamina formation. We uncovered a previously unknown molecular mechanism establishing the dorsal-ventral axis of the mouse mandible, which in turn specifies the site of tooth initiation (**Fig 7**). We identified groups of ‘domain specific’ and ‘domain enriched’ transcription factors and signaling pathway genes that play major roles in coordinating these processes. Specifically, our results identified that *Tfap2a* and *Tfap2b* establish the ventral domain epithelium through promoting expression of WNT ligands, resulting in WNT pathway activation in ventral mesenchyme. In contrast, *Shh* expression is enriched within the dorsal domain epithelium, stimulating SHH activity in the dorsal mesenchyme. Several previous studies have shown the importance of SHH and WNT pathways in tooth development, including: 1) triple KO of *foxf1; foxf2a; foxf2b* in zebrafish leads to a complete absence of tooth buds [58]; 2) conditional KO of SHH signaling in the mesenchyme leads to disruption of the mandibular oral-aboral axis [10]; 3) double KO of *Msx1* and *Msx2* leads to tooth development arrest at the DL to placode stage [8,62]; 4) conditional KO of β-catenin (i.e., removal of WNT pathway activity) in the dental mesenchyme leads to tooth development arrest at the cap stage [63] while excessive WNT activity in the mesenchyme also inhibits tooth formation [64]; 5) Constitutively activation of the WNT signaling pathway in dental and oral epithelium (e.g., *K14-CreER; Apc cKO* model) leads to supernumerary teeth formation [46–49], while over-expression of Lef1 in dental epithelium leads to active cell proliferation and an enlarged & branching incisor’s stem cell compartment [40].

**Fig 7:**
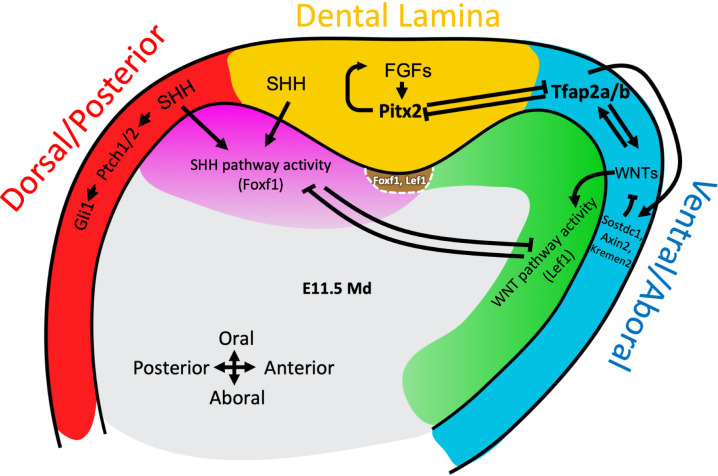
Working model for establishment of the mandibular dorsoventral axis and dental lamina placement. Gradients of inductive signals—including SHH, FGF, BMP and WNT—establish broad domains of mandibular epithelium by induction of transcription factor expression. Domain specific transcription factors—including PITX2 and TFAP2A/TFAP2B—inhibit each other, refining epithelial domains. Further, domain specific transcription factors feedback on expression of signaling pathway genes. Cumulatively, refined signaling pathways communicate with the underlying mesenchyme to establish the mandibular dorsoventral axis and the site of tooth initiation.

At the interface of SHH and WNT pathways, *Pitx2* expression establishes the dental epithelium, in part through forming feedback loop with FGF ligands expression. Further, we identified cross-repression between the domain specific transcription factors *Pitx2* and *Tfap2a/Tfap2b*, which provides molecular explanation for the previously reported tooth development phenotypes: early tooth development arrest in *Pitx2 KO* mice [15] and ectopic tooth formation in *Tfap2a; Tfap2b EDKO* mice [32]. We speculate that cross-repression between domain specific transcription factors provides a mechanism to translate broad domains—established by gradients of inductive signal pathways including SHH, FGF, BMP and WNT—into precisely segregated domains within the mandibular epithelium (**Fig 7**).

### Genetic redundancy provided by transcription factor paralogs

While our study identified dorsoventral localized ‘domain specific’ and ‘domain enriched’ TFs within the mandibular epithelium, another key observation in this study was the common co-expression of TF paralogs within domains. For example, *Foxa1*/*Foxa2*, *Pitx1*/*Pitx2*, *Irx3*/*Irx4*/*Irx5*, *Msx1*/*Msx2*, and *Tfap2a*/*Tfap2b* have similar, although slightly different, expression pattern in the mandibular epithelium. 

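*Irx3*, *Irx4* and *Irx5*, which lie in Iroquois gene clusters, were each lower in the DL and in the posterior domain than in the aboral domain by edgeR. The log2 fold changes in the DL were -2.90 (adjusted p = 0.00383), -5.07 (adjusted p = 2.31e-05) and -2.80 (adjusted p = 0.000193), and those of *Irx3* and *Irx5* in the posterior domain -5.94 (adjusted p = 0.000131) and -5.28 (adjusted p = 6.55e-06). *Irx4* had 2 counts over the 4 posterior libraries. With counts pooled within each domain, its level in the aboral domain was 2100 times that in the posterior domain (95% counting interval 582 to 17400, covering counting error only). *Foxa1* and *Foxa2* were both higher in the posterior domain than in each of the other two, and *Pitx1* and *Pitx2* both higher in the posterior domain and the DL than in the aboral domain. For *Pitx1* the log2 fold change in the posterior domain against the DL was 0.80 (adjusted p = 0.338), and for *Pitx2* -1.51 (adjusted p = 0.0871). *Msx2* was lower in the posterior than in the aboral domain (-3.01, standard error 0.573, adjusted p = 0.00191) and *Msx1* was short of the threshold (-2.58, standard error 0.698, adjusted p = 0.0506). Paralogs can share reads that Salmon divides between them, and libraries can share embryos.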

Along with the technical limitations of previous epithelial CRE lines (i.e., not expressed early enough to target ‘pre-dental lamina’ epithelium), we speculate that the genetic redundancy of co-expressed paralogs has likely contributed to the paucity of loss-of-function models with altered dental lamina formation and disruption of the dorsal-ventral axis of the mouse mandible. Indeed, paralog redundancy may provide robust developmental buffering from the misplacement of teeth—an outcome having potentially devastating consequences in the context of evolutionary survival of jawed vertebrates. The importance of redundancy is specifically highlighted by our *Tfap2a; Tfap2b EDKO* model. For example, while epithelial loss of either *Tfap2a* or *Tfap2b* alone did not impact dental lamina placement or gross tooth development, only with their simultaneous loss did an aboral, ectopic dental lamina and incisor form [32]. Similar studies have yet to be completed for paralogs expressed in other domains and thus the generation of double, or potentially triple, knockout mouse models may be necessary to uncover additional details of these very early steps of dental lamina development. For example, while *Pitx2*—arguable one of the most well-known dental lamina markers—mutants display tooth bud arrest, the relative development and placement of the dental lamina occurs normally [16]. Likewise, loss of *Pitx1*, although associated with upper and lower jaw defects, does not grossly impact early tooth development [14,65]. While *Pitx1*/*Pitx2* compound mutants have been generated, an assessment of dental lamina development has yet to be completed, in part, owing to the early embryonic lethality associated with loss of both paralogs [66]. Thus, conditional approaches targeting the epithelium alone, such as we have conducted for *Tfap2a* and *Tfap2b*, may be necessary to fully elucidate these networks.

### Limitations of current study and considerations for future studies

While our study has uncovered a previously unrecognized competitive intersection of signaling pathways and transcriptional networks driving dental lamina placement and establishing the dorsal-ventral axis of the mouse mandible, several important questions remain. For example, why—despite the shared overlap of several domain specific TFs in dorsal-ventral domains of the incisor and molar epithelium, including aboral expression of *Tfap2a* and *Tfap2b*—do *Tfap2a; Tfap2b EDKOs* not display ectopic molars? 

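*Tfap2c* was at 59.1 ± 33.3 CPM (SD, n = 8) in wild type aboral epithelium, where *Tfap2a* and *Tfap2b* were at 224 ± 79.7 CPM and 594 ± 221 CPM. It was at 21.3 ± 8.52 CPM (n = 8) in the wild type DL (log2 fold change against the aboral domain -1.45, standard error 0.382, adjusted p = 0.0350 from edgeR) and at 23.1 ± 12.3 CPM (SD, n = 6) in the EDKO aboral epithelium (-1.26, standard error 0.379, adjusted p = 0.100), neither past the threshold. The labels do not tell incisor from molar libraries, nor which libraries share an embryo.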

While it is possible that the temporal and spatial expression—and thus functional activity of CRE—driven by the ectodermal CRE, CRECT [52], may account for differences in incisor-molar phenotypic outcomes upon recombination, it is also interesting to note that *Tfap2c*, a third TFAP2 paralog, is also expressed at low levels, potentially providing additional compensation at the site of the molar. Equally plausible is that although core gene sets are shared between incisor and molar sites, enough divergence in networks exist that phenotypic outcomes are distinct between the two sites. Indeed, previous studies have shown genetic differences in the development of subsets of teeth [67]. A thorough assessment of these different possibilities will be required to fully understand how the network identified here applies to molars.

Further, what is the relationship between signaling pathways, core TF expression, and downstream TF output during dental lamina formation? Two major approaches that will be critical in defining these relationships include signaling pathway perturbation and molecular analysis of direct versus indirect effects. First, both genetic and pharmacological manipulation of signaling pathways in vivo or ex vivo will provide crucial insights into the initial establishment of domain specific TFs. Second, direct binding assays (e.g., CUT&RUN analysis) of both downstream outputs of signaling pathways (e.g., ß-catenin, LEF1, phospho-SMAD, etc.) and domain specific TFs (e.g., TFAP2A, TFAP2B, PITX2, SOX2) within relevant tissues (e.g., E10.5 orofacial epithelium) will narrow down key non-coding elements responsible for orchestrating these responses.

Finally, what are the causal mechanisms responsible for converting broad domains established by signaling molecules into sharp and precise boundaries? While our study suggests this is mediated by cross-repression between key groups of TFs, notably TFAP2 and PITX2, these interactions, and their molecular underpinnings, remain to be fully resolved. However, two mechanisms that likely account for this cross-repression include regulation at both transcriptional (i.e., non-coding cis-regulatory elements) and protein levels. In support of the former, we identified a highly conserved cis-regulatory elements near *Pitx2* and *Fgf8* loci with ATAC-seq data from our previous study [61]. Interestingly, accessibility at these elements negatively correlated with *Pitx2* and *Fgf8* gene expression and accessibility at these elements are decreased in *Tfap2a; Tfap2b EDKO’s*, suggesting that *Tfap2a/Tfap2b* might repress *Pitx2* at the transcriptional level (directly, or indirectly through regulation of FGF8). Conversely, in vitro luciferase reporter assays identified that TFAP2 can repress PITX2’s activation of a PITX2 responsive element (**S8C Fig**). Coupled with TFAP2A: PITX2 co-immunoprecipitation (Co-IP) experiment (**S8D Fig**), these data are consistent with potential direct protein-protein interaction in mediating repression. Whether similar mechanisms are deployed by PITX2 to counter a TFAP2-induced skin program will require additional studies. Ultimately, determining the molecular mechanisms of the cross-repression between domain specific TFs, including *Pitx2* and *Tfap2a/Tfap2b*, will provide a genetic blueprint for future regenerative strategies.

## Materials and methods

### Ethics statement

Mouse maintenance and mouse-related procedures were performed following protocols approved by the Institutional Animal Care and Use Committee of the University of Iowa.

### Mouse procedures and mouse lines

Embryos were staged by checking for vaginal plugs in the crossed females, with noon on the day a copulatory plug was present denoted as E0.5. Littermate embryos were used when comparing between genotypes. Yolk sacs or tail clips were used for genotyping of embryos. The *Pitx2* general knockout line (*Pitx2 KO*) has been previously described [15,68]. The *Tfap2a* conditional allele (*Tfap2a*^*flox*^) and *Tfap2b* conditional allele (*Tfap2b*^*flox*^) have been described previously [61,69–71]. To conditionally knockout *Tfap2a* and *Tfap2b* in mandibular epithelium starting around E7.5, we utilized the early ectodermal Cre line, CRECT, which is driven by a *Tfap2a* intronic ectodermal specific enhancer [52]. To monitor Cre recombination activity, we utilized the *Rosa26-mTmG* reporter line [72] (Jax Strain #:007576).

### Histology, H&E and immunofluorescence staining

Mouse embryos were harvested and washed with ice-cold 1× phosphate-buffered saline (PBS) and fixed with 4% paraformaldehyde in PBS for 4 hours. Samples for LMD-RNA-seq were fixed with methacarn (60% (vol/vol) absolute methanol, 30% chloroform, and 10% glacial acetic acid) for 4 hours. Following fixation, samples were dehydrated through a graded ethanol series, embedded in paraffin and sectioned (7 μm). Standard Hematoxylin and Eosin (H&E) staining was used to examine tissue morphology. For immunohistochemistry and immunofluorescence, sections were incubated in 0.01 M citrate buffer (pH = 6.0) in a 100°C water bath for 20 min or autoclaved in 0.1 M Tris-HCl buffer (pH 9.0) for 5 minutes. Sections were then blocked with 20% donkey serum and incubated with primary antibodies overnight at 4°C. Primary antibodies (αTFAP2A, DSHB, 3B5; αTFAP2B, Santa Cruz, sc-8976, Cell Signaling, 2509; αLEF1, Cell Signaling, 2230; FoxF1, R&D Systems, AF4798; αSOX2, R&D Systems, AF2018, Abcam, ab92494; αPITX1, Novusbio, NBP1-88644; and αPITX2, R&D Systems, AF7388) were diluted in PBS containing 1% donkey serum. Then sections were washed with PBST (0.05% Tween-20 in PBS), incubated with secondary antibodies, and stained with DAPI. Images were captured using a Nikon Eclipse microscope or a Zeiss 700 confocal microscope.

### *in situ* hybridization (ISH)

Mouse embryos were fixed in 4% paraformaldehyde (PFA) at 4°C for 24 hours, dehydrated in 30% sucrose/PBS at 4°C overnight, and cryoembedded in optimal cutting temperature (OCT) embedding medium. 10-μm-thick frozen sections were cut and preserved at -80°C before *in situ* hybridization. A single molecule fluorescence *in situ* hybridization method named PLISH was performed as previously described [73] with some modifications [74]. Briefly, frozen sections were post-fixed in cold 4% PFA for 20 minutes, incubated in citrate-based target unmasking solution (Vector laboratories, H-3300, Burlingame, CA) with 0.05% lithium dodecyl sulfate (Sigma, L4632, St. Louis, MO) at 65°C for 30 minutes. The slides were then incubated with freshly prepared 0.05 mg/ml pepsin (Sigma-Aldrich, P6887, St. Louis, MO) in 0.1 M HCl for 10 minutes at 37°C. Next, tissue sections were sequentially incubated with short-paired hybridization probes for Pitx2 and Lef-1 (2 hours), circle and bridge probes (1 hour), T4 DNA ligase mixture (ligation, 2 hours), DNA polymerase mixture (rolling circle amplification, 4 hours), and fluorescence labeling probes (30 minutes). Sections were briefly washed, mounted in anti-fade mounting medium with DAPI (Vector Laboratories, H-1500), and imaged with a 60x/1.42 oil lens using the Olympus FV3000 Confocal Laser Scanning Microscope.

RNA sequences that were targeted by short-paired hybridization probes were:

Mouse *Pitx2*-1: 5’-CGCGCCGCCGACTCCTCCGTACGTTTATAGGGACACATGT-3’;

Mouse *Pitx2*-2: 5’-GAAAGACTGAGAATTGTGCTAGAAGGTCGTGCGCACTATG-3’;

Mouse *Pitx2*-3: 5’-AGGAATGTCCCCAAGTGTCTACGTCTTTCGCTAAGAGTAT-3’;

Mouse *Pitx2*-4: 5’-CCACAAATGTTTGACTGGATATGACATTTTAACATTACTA-3’;

Mouse *Lef1*-1: 5’-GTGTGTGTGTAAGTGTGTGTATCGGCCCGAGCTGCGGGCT-3’;

Mouse *Lef1*-2: 5’-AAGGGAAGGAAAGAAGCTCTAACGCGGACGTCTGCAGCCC-3’;

Mouse *Lef1*-3: 5’-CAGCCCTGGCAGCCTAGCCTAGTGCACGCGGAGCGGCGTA-3’;

Mouse *Lef1*-4: 5’-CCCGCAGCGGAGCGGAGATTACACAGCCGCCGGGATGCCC-3’;

### Laser Microdissection (LMD) coupled RNA-seq

Laser Microdissection was performed with the Leica LMD7000 Laser Microdissection System. For tissue fixation, Methacarn solution was used. Tissues were then dehydrated through a graded ethanol series, embedded in paraffin wax and sectioned (7 μm). Selected regions of tissue sections were cut at 20× magnification while keeping laser power to a minimum. At least 3 embryos per genotype were used to collect tissues for LMD-RNA-seq. After cells were collected in cap, tubes were spun down quickly and 5 μl of Smart-seq2 lysis buffer (with 0.5% Triton X-100, 5μg Proteinase K and 2 U μl^−1^ RNase inhibitor) was added, followed by pipetting up and down to mix. Cells were lysed for 1 hour at 60°C. Then samples were treated with 1U DNase I for 30 min. The standard Smart-seq2 protocol was followed for cDNA preparation, Tn5 Tagmentation, and library preparation for next generation sequencing. Quality of cDNA and sequencing libraries were determined using a Bioanalyzer system (Agilent) and real time PCR. The KAPA Library Quantification Kit (Roche) was used for quantification of RNA sequencing libraries.

### RNA-seq data analysis

RNA-seq reads were quality checked using the FastQC tool (http://www.bioinformatics.babraham.ac.uk/projects/fastqc). Low-quality and adapter sequences were removed using Trimmomatic [75]. Expression of transcripts was quantified using Salmon [76], and estimates of transcript abundance for gene-level analysis were imported and summarized using the tximport [77] function of the R/Bioconductor software suite [78]. Differentially expressed genes (DEGs) were identified by applying the R/Bioconductor package DeSeq2[33]. To control for variability associated with lowly expressed genes, we further applied the ASHR algorithm [34] to estimate shrunken (conservative) log2 fold-change. We use following threshold to identify DEGs: absolute log2 fold-change larger than 1.0 and adjusted p value less than 0.01. We use Heatmaps were generated with Morpheus (https://software.broadinstitute.org/morpheus).

### Cloning, transient transfection, luciferase assay, RT-PCR and western blotting

A 1.6 kilobase (kb) fragment, encompassing the *Pitx2* promoter and including an auto-regulatory PITX2-binding site, was cloned and inserted into the pGL4 luciferase reporter vector. A modified sequence- and ligation-independent cloning (SLIC)[79] protocol was used for cloning. GMSM-K[53] cells, a human oral epithelial cell line, were seeded in flasks or plates in Dulbecco’s Modified Eagle’s Medium (DMEM) with 10% fetal bovine serum, and fed at least 24 hours prior to the experiments. GMSM-K cells were transfected with DNA constructs (total 1 μg/well in a 12-well plate) using Lipofectamine 2000 reagent (Invitrogen, 11668019, Calsbad, CA) in Opti-MEM medium (Thermo Fisher Scientific, 31985088, Waltham, MA). At 48 hours post transfection, the activities of Firefly luciferase and β-galactosidase activity were measured using the Luciferase Assay System (Promega, E1500, Madison, WI) and β-galactosidase Assay System (Galacto-Light Plus reagents, Tropix Inc), separately according to the methods previously described [80]. For quantitative real-time RT-PCR, total RNA was isolated using the Trizol reagent (Invitrogen, 15596026, Carlsbad, CA) and reverse transcribed into cDNA using a PrimeScript RT Master Mix (Takara RR036A, Kusatsu, Shiga, Japan). Quantitative real-time RT-PCR analysis was performed using TB Green Premix Ex Taq (Clontech, RR420A, Mountain View, CA) and following primers: ACTB-F:CTCTTCCAGCCTTCCTTC; ACTB-R:ATCTCCTTCTGCATCCTGTC; Hprt-F:CAGTCCCAGCGTCGTGATTA; Hprt-R:GGCCTCCCATCTCCTTCATG; TFAP2A-rtF1,GACCTCTCGATCCACTCCTTAC; TFAP2A-rtR1,GAGACGGCATTGCTGTTGGACT. Statistical differences of numeric parameters between two groups were determined with one-way ANOVA. The statistical analyses were performed in Prism. For western blotting, cells were lysed with a lysis buffer containing 1% of NP-40, 0.1% SDS, 0.25% deoxycholate and protease inhibitors cocktail (Sigma-Aldrich, P8340, St. Louis, MO). Protein concentration was determined by Pierce BCA kit (Thermo Fisher Scientific, 23225, Waltham, MA) and samples were subjected to SDS-polyacrylamide gel electrophoresis. Membranes were immunoblotted with anti-TFAP2A (DSHB, 3B5) at a 1:500 dilution. Signal was detected using the Clarity Western ECL Blotting Substrate (BioRad, Hercules, CA).

## Supporting information

S1 Fig Pairwise differentially expressed genes analysis of the E11.5 mouse mandibular epithelium along the dorsal-ventral axis. **A-E)** Volcano plot showing pairwise differentially expressed genes (DEGs) analysis of 4 different domains (as shown in Fig 1B) of mouse E11.5 mandibular epithelium along the dorsoventral axis at future incisor site (medial). **F)** Comparing dental lamina and aboral epithelium at future molar site (lateral) of mouse E11.5 mandibular epithelium. Red dots indicate DEGs with a absolute log2 fold-change larger than 1.0 and a adjusted p value less than 0.01.
(TIF)

S2 Fig Expression heatmap of domain specific and domain enriched transcription factors. **A)** Expression heatmap of domain specific and domain enriched transcription factors, including those not presented in **Fig 2B**, along the dorsoventral axis of the E11.5 mandibular epithelium. Rows represent genes, columns represent samples. log2(TPM+1) expression values were used in the heatmap. Abbreviation: TPM, Transcript Per Million.
(TIF)

S3 Fig Expression patterns of domain specific transcription factors. **A, B, C**) SOX2, TFAP2B and merged immunofluorescent (IF) staining of an E9.5 mouse head sagittal section. **D, E, F**) SOX2, LEF1 and merged IF staining of an E9.5 mouse head sagittal section. **G, H, I**) PITX2, PITX1 and merged IF staining of an E11.5 mouse head sagittal section. **J, K, L**) PITX2, LEF1 and merged IF staining (protein level) of an E11.5 mouse head sagittal section. **M, N, O**) *Pitx2*, *Lef1* and merged ISH staining (mRNA level) of an E11.5 mouse head sagittal section. White arrowheads in all panels point to the dental lamina. Abbreviations: DAPI, DAPI nuclear counterstain; DL, dental lamina; Md, Mandible; Mx, Maxilla. Scale bar for panels A-C; 100 μm; Scale bar for panels D-F: 20 μm; Scale bar for panels G-O: 100 μm.
(TIF)

S4 Fig Enriched signaling pathway genes along the mandibular epithelial dorsoventral axis. **A)** Expression heatmap of differentially expressed signaling pathway genes associated with the 4 domains profiled along the dorsoventral axis of the mouse E11.5 mandibular epithelium. Rows represent genes, columns represent samples. log2(TPM+1) expression values were used in the heatmap. Abbreviations: TPM, transcript per million.
(TIF)

S5 Fig Tooth development arrest in *Pitx2 KO* and formation of the aboral ectopic incisor in the *Tfap2a; Tfap2b EDKO*. **A-F)** H&E staining of a sagittal section of an E9.5; E11.5; and E12.5 control and *Pitx2 KO* head. Black dashed lines outline the dental lamina and dental placode**. G, H)** H&E staining of a sagittal section of an E12.5 control and *Tfap2a; Tfap2b EDKO* head. H’: Higher magnification of boxed region in panel H. Black dashed lines outline the placode of the first incisor (I_1_) and ectopic incisor (EI) in *Tfap2a; Tfap2b EDKO*s. **I, J)** H&E staining of a sagittal section of an E14.5 control and *Tfap2a; Tfap2b EDKO* head. I’: Higher magnification of boxed region in panel I. J’: Higher magnification of boxed region in panel J. Black and red dashed lines outline the first incisor (I_1_) and ectopic incisor (EI), respectively, in *Tfap2a; Tfap2b EDKO*s. **K)** A table summarizing the penetrance of the ectopic incisor phenotype in *Tfap2a; Tfap2b EDKOs* at different developmental stages. H&E refers to visualization by H&E staining of sagittal sections, like in panels G-J, whereas ’skeleton’ refers to visualization by bone and cartilage staining of the craniofacial skeleton. Abbreviations: EI, ectopic incisor; I_1_, incisor at original site; M, molar; Md, mandible; T, tongue.
(TIF)

S6 Fig Reverse labial-lingual axis of the ectopic incisor in the *Tfap2a; Tfap2b EDKO*. A, B) H&E staining of a sagittal section of an E14.5 control and *Tfap2a; Tfap2b EDKO* mandible. For *Tfap2a; Tfap2b EDKO* mandible, medial to lateral sections reveal the labial-lingual axis of the ectopic incisor is reversed. Abbreviations: EI, ectopic incisor; I_1_, incisor at original site. Scale bar = 100 μm.
(TIF)

S7 Fig No change of dental lamina specific genes in single KO of *Tfap2a* or *Tfap2b*. **A-C)** SOX2 immunofluorescent staining of an E11.5 mouse head sagittal section in a control; *Tfap2a single KO* and *Tfap2b single KO*. **D-F)** PITX2 immunofluorescent staining of an E11.5 mouse head sagittal section in a control; *Tfap2a single KO* and *Tfap2b single KO*. White arrowheads in all panels point to the dental lamina. Abbreviations: DAPI, DAPI nuclear counterstain; DL, dental lamina; Md, Mandible; Mx, Maxilla. Scale bar = 100 μm.
(TIF)

S8 Fig Cross-group repression between *Tfap2* and *Pitx2*. **A)** TFAP2A mRNA relative expression measured by real-time qPCR in GMSMK cells transfected with GFP or *Pitx2* plasmids. **B)** Western blot of TFAP2A in GMSMK cells transfected with GFP or *Pitx2* plasmids. **C)** Tfap2a repress Pitx2’s activation of Pitx2 promoter in dose responsive manner. **D)** Western blot of TFAP2A after Co-immunoprecipitation (Co-IP) with PITX2 or IgG antibody in HEK293T cells transfected with the indicated constructs. * means p value less than 0.05; **** means p value less than 0.0001.
(TIF)

S9 Fig SHH and WNT signaling pathways form complementary expression domains in the dental mesenchyme during tooth initiation. **A)** A volcano plot of DEGs comparing the E11.5 WT mesenchyme on the posterior or anterior side of the dental lamina. Red dots indicate DEGs with a absolute log2 fold-change larger than 1.0 and a adjusted p value less than 0.01. **B)** FOXF1 (top, red) or LEF1 (middle, green) immunofluorescent (IF) staining of an E10.5 mouse head sagittal section. Note, the bottom panel includes visualization of both channels along with the DAPI counterstain. Abbreviations: 2^nd^, second brachial arch; DAPI, DAPI nuclear counterstain; DL, dental lamina; Md, Mandible. Scale bar = 100 μm.
(TIF)

S10 Fig Dysregulation of SHH and WNT pathway activity in the dental mesenchyme of *Pitx2 KOs*. **A-F)** FOXF1 (A, D) or LEF1 (B, E) IF staining of an E11.5 mouse head sagittal section in a control (A-C) or *Pitx2 KO* (D-F). Note, panels C and F are the same section as in panels A, B or D, E, respectively, but include both channels and visualization of the DAPI counterstain. The white arrowhead in all panels point to the dental lamina. **C’** and **F’** show higher magnification of the dental lamina from panels **C** and **F**. The three white arrowheads highlight the reduction of FOXF1 and upregulation of LEF1 in the posterior dental mesenchyme of *Pitx2 KOs* (F’), relative to controls (C’). Abbreviations: DAPI, DAPI nuclear counterstain; DL, dental lamina; Md, mandible; Mx, maxillary. Scale bar = 100 μm.
(TIF)

S11 Fig Expansion and upregulation of WNT signal in *Pitx2 KOs*. **A, C)** LEF1 immunofluorescent staining of an E11.5 mouse head sagittal section in a control and *Pitx2 KOs*. **A’, C’**: higher magnification of dental lamina region in panel **A** and **C**. **B, D)** CTNNB1 (β-catenin) immunofluorescent staining of an E11.5 mouse head sagittal section in a control and *Pitx2 KOs*. **B’, D’**: higher magnification of dental lamina region in panel **B** and **D**. Three arrows point to posterior side of the dental mesenchyme.
(TIF)

S1 Table List of domain specific or enriched genes along the dorsal-ventral axis of E11.5 mouse mandibular epithelium. Columns A-C: domain specific genes for dorsal/posterior domain epithelium; dental lamina; and ventral/aboral domain epithelium. Columns D-F: domain enriched genes for dorsal/posterior domain epithelium; dental lamina; and ventral/aboral domain epithelium.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

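RNA was measured in 39 libraries of mouse mandibular epithelium at E11.5, taken by laser microdissection: 25 wild type libraries (4 of the posterior domain, 8 of the DL, 5 of the anterior domain and 8 of the aboral domain), 8 libraries of the *Pitx2* KO DL and 6 libraries of *Tfap2a; Tfap2b* EDKO aboral epithelium. The authors trimmed the reads with Trimmomatic, quantified transcripts with Salmon and summarized them to genes with tximport. The deposited values are the authors' estimated count per gene for 54347 genes, and 0 of the values above 0 are whole numbers. Gene names were taken from GENCODE M21, which holds 54094 of the gene IDs and lacks 253. The versions of the authors' tools are not given in the sources used here.

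Counts were rounded and analyzed in R 4.3.3 with edgeR 4.0.16. Genes were kept by edgeR's filterByExpr with a minimum count of 10, libraries were scaled by TMM, and groups were compared with the quasi-likelihood F-test. P-values were adjusted by the Benjamini-Hochberg method within each comparison. A gene was called at an adjusted p under 0.01 and an absolute log2 fold change over 1, the thresholds the paper states. The 6 comparisons among wild type domains came from 1 fit of 25 libraries with 19744 genes kept. The *Pitx2* KO DL against the wild type DL (15203 genes) and the EDKO aboral epithelium against the wild type aboral epithelium (15880 genes) were fitted with their 2 groups alone. A further fit of 30 libraries tested the difference between the changes in the 2 mutants. Levels are CPM after TMM scaling. In the mutant comparisons, 5 genes that the filter left out and the paper names were compared by two-sided exact permutation of log2(CPM + 1). *Evx1* and *Ascl5*, left out in the domain comparisons, were not tested there.

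The median library held 1816035 counts. The procedure was tested on simulated data with 50 changed genes at each of 4 sizes. At a log2 change of 2, 31, 45 and 36 of 50 were called for the DL against the aboral domain, the *Pitx2* KO and the EDKO, with 1, 0 and 2 false calls among 18852, 14544 and 14713 genes. At a log2 change of 1 the numbers were 2, 7 and 6.

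Domain specific genes were those called higher in the posterior domain, the DL or the aboral domain than in each of the other two, and domain enriched genes those called higher than in exactly 1 of them. Gene lists were fixed before the data were examined: genes of signaling pathways, gene families and cell types, the S1 Table lists and the transcription factors the paper names per domain. Each list was tested with camera from limma 3.58.1, with a preset correlation of 0.01 between genes and with an estimated one, and its members were also adjusted over the list alone. Lists the study made from these samples leave out the gene or genes deleted in the mutant tested.

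Genes named in the text are every gene the paper names for a comparison, the 10 higher and 10 lower called genes with the smallest p in each comparison (placeholder names left out), and up to 4 called members of each list with the largest absolute log2 fold change. Genes of S1 Table classes were chosen with the paper's tables seen.

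Alternatives set before the data were examined were RLE scaling, no filter and a filter of at least 1 CPM in as many libraries as the smallest group holds (planned as stricter, but it kept more genes, 34046 against 19744 for the domains, and no stricter filter was run), the replicate number as a block, 1 fit of all 39 libraries, fits of only the groups compared, limma-voom with quality weights, DESeq2 1.42.0 with and without shrinkage by ashr 2.2.63, no fold change threshold, and leaving out each posterior or anterior library. Chosen after the data were seen were fits without libraries of low ribosomal protein share, without aboral libraries 2, 3 and 4, and with the repeat share or the presence of *Ddx3y* as a covariate. The closing section gives their effect. The staining experiments have no deposited data and were left out. The labels give neither the embryo nor the incisor or molar site of a library.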

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

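The tests of the splits of the libraries and of the parent genes below were set before their results were seen, and the test of differences fixed by line was chosen after.

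*Cxcl14*, a chemokine of surface epithelium, had the smallest p of the genes lower in the EDKO aboral epithelium that the paper does not name, with a log2 fold change of -9.17, and *Hmga1b*, a chromatin protein gene, that of the higher ones, at 7.67. By the same choice the lower gene in the *Pitx2* KO DL was *Cdo1*, at -1.73. In the DL against the aboral domain the genes were *Armh4*, at 2.97, and *Cacng4*, a calcium channel subunit, at -3.23. *Cacng4* was also the higher gene in the anterior domain against the DL, at 2.88, with *Ifitm1* the lower one at -2.94. Between the posterior domain and the DL they were *Hist1h2ad*, a histone gene, at 6.59 and *Pkp1*, a desmosome gene, at -3.03. *Hmga1b* is annotated as protein coding, so the test of pseudogenes below left it out, and sharing of its reads with other genes was not tested.

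Single libraries stood far from the others of their group in 13 of 96 tests of highest and lowest values. Chance gives about 1 in 20 only for normally distributed values. Where all other libraries are at 0 any count is flagged, as for *Sox2* in the anterior and *Foxe1* in the aboral domain. The 13 thus do not measure an excess over chance. *Sox2* was at 3.79 CPM in anterior library 1 and 0 in the other 4, at 1.35 CPM in aboral library 5 against 0 to 0.575 CPM, and at 136 CPM in EDKO library 5 against 64.1 to 88.9 CPM. *Lef1* was at 123 CPM in anterior library 5 against 44.8 to 66.4 CPM. Aboral libraries 6, 5 and 8 held *Foxe1* at 1.45 CPM, *Shh* at 1.35 CPM and *Fgf8* at 1.95 CPM. *Ascl5* was at 14.0 CPM in DL library 3 against 0 to 5.30 CPM and at 1.44 CPM in *Pitx2* KO library 3. Total counts were 5765451 in anterior library 5 against 783359 to 1472584, and 12705992 in posterior library 2 against 4896221 to 5900709. Repeat entries held 4.57% of counts in posterior library 1 against 1.37 to 1.83%, and ribosomal protein genes 2.06% in *Pitx2* KO library 5 against 5.56 to 7.11%.

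Whether chance division of the libraries gives as many genes was tested by other splits into groups of the same sizes. The DL against the aboral domain called 213 genes and the highest of the other splits 1, with 1 of 50 splits as large. The posterior against the aboral domain called 163 and the highest other 2, the posterior domain against the DL 176 and 0, the anterior domain against the DL 44 and 0, and the anterior against the posterior domain 185 and 3, each with 1 of 50 splits as large. In each the 1 was the real split, so chance division seldom gave as many, and 50 splits cannot show a share under 1 in 50. The other splits mix 2 groups that differ, which can widen the spread within them and lower their calls. The EDKO called 184 and the highest other 4. Of its 100 splits only the real one was as large, and 100 splits cannot show a share under 1 in 100. The *Pitx2* KO called 2 and the highest other 1, and the 1 of 100 splits as large was the real one. With a margin of 1 gene, over 100 of 6435 possible splits, the test cannot exclude chance there. All of these splits take libraries that can share an embryo as independent. Between the anterior and aboral domains 0 genes were called and the highest other split called 4. With a count of 0 all 50 splits are as large whatever they call, so the splits decide nothing there.

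Pseudogenes made up 10 of the genes called higher in the EDKO, and their reads may be shared with parent genes. *Rps2-ps10* was at 1100 CPM against 70.4 CPM in the wild type, and its parent *Rps2*, a ribosomal protein gene, at 945 CPM against 1940 CPM. Over the 7 pseudogenes with gains of at least 10% of the parent level, the median change of the parent per gain was -1.63 (range -2.87 to 0.941), past the -1 that shared reads alone give, so the test leaves this open. A difference fixed by line, such as a strain variant, would put every EDKO library above every other library for nearly all of them, and it did so for 60%. No biological explanation was tested.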

How the results depend on the processing

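The fits without libraries of low ribosomal protein share, without aboral libraries 2, 3 and 4, and with the repeat share or *Ddx3y* as a covariate were chosen after the data were seen, and the others before. *Sox2*, *Foxe1*, *Tfap2b* and *Wnt9b* in the DL against the aboral domain and *Sox2*, *Foxe1*, *Irx4* and *Wnt3* in the EDKO were called in the main analysis, and single genes named in the text kept direction and side of the threshold in 1698 values under the alternatives, with 80 now past the threshold, 133 no longer past it and 3 reversed. *Shh* in the *Pitx2* KO was 0.40 with limma-voom (adjusted p = 0.795), and *Wnt5a* in the DL against the aboral domain was -0.36 without aboral libraries 2, 3 and 4 and -0.22 with limma-voom, none past the threshold in the main analysis. Called in the EDKO, *Pitx1*, *Nkx2-3*, *Tbx1*, *Fgf9*, *Ptch1* and *Ptch2* were not called with the replicate block (adjusted p = 0.0148, 0.0247, 0.0442, 0.0152, 0.0325 and 0.0319), and *Ptch1* and *Ptch2* also not with the repeat share or *Ddx3y* as a covariate. Main counts of called genes were 213 for the DL against the aboral domain, 163 for the posterior against the aboral domain, 176 for the posterior domain against the DL, 0 for the anterior against the aboral domain, 44 for the anterior domain against the DL, 185 for the anterior against the posterior domain, 2 for the *Pitx2* KO, 184 for the EDKO, 79 for domain specific genes and 394 for domain enriched genes.

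DESeq2 gave 371 for the DL against the aboral domain, 425 for the posterior against the aboral domain, 1117 for the posterior domain against the DL, 17 for the anterior against the aboral domain, 110 for the anterior domain against the DL, 1240 for the anterior against the posterior domain, 169 for the *Pitx2* KO, 414 for the EDKO, 167 for domain specific genes and 1579 for domain enriched genes, and with ASHR 415 for the posterior against the aboral domain, 1086 for the posterior domain against the DL, 17 for the anterior against the aboral domain, 104 for the anterior domain against the DL, 1230 for the anterior against the posterior domain, 136 for the *Pitx2* KO, 386 for the EDKO, 154 for domain specific genes and 1511 for domain enriched genes. With limma-voom the counts were 2252 for the posterior against the aboral domain, 4343 for the posterior domain against the DL, 17 for the anterior against the aboral domain, 92 for the anterior domain against the DL, 6712 for the anterior against the posterior domain, 249 for the *Pitx2* KO, 387 for the EDKO, 712 for domain specific genes and 5436 for domain enriched genes. Without a filter they were 287 for the posterior domain against the DL, 16 for the anterior against the aboral domain, 187 for the *Pitx2* KO and 310 for the EDKO, and with a filter of 1 CPM, which kept 34046 and 24871 genes against 19744 and 15203, 6 for the anterior against the aboral domain and 14 for the *Pitx2* KO. In 1 fit of all 39 libraries they were 291 for the posterior domain against the DL, 3 for the anterior against the aboral domain, 332 for the anterior against the posterior domain and 15 for the *Pitx2* KO, and with only the groups compared 2400 for the posterior domain against the DL, 89 for the anterior against the posterior domain and 2507 for domain enriched genes. With the replicate number as a block they were 106 for the posterior against the aboral domain, 12 for the posterior domain against the DL, 1 for the anterior against the aboral domain, 16 for the anterior domain against the DL, 76 for the anterior against the posterior domain, 0 for the *Pitx2* KO, 55 for the EDKO, 42 for domain specific genes and 181 for domain enriched genes, although these numbers do not pair the libraries (mean correlation of residuals 0.116, -0.112 and 0.0654 for the DL against the aboral domain, the *Pitx2* KO and the EDKO). The cause was not tested.

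Without aboral libraries 2, 3 and 4 the counts were 1.2e+02 for the DL against the aboral domain, 512 for the posterior against the aboral domain, 1049 for the posterior domain against the DL, 73 for the anterior domain against the DL, 1350 for the anterior against the posterior domain, 140 for domain specific genes and 1396 for domain enriched genes, the first to 2 significant digits (47 higher and 68 lower against 55 and 158), and in the EDKO 133 genes were higher and 121 lower against 65 and 119. The repeat share as a covariate gave 87 for the DL against the aboral domain, 250 for the posterior against the aboral domain, 76 for the posterior domain against the DL, 2 for the anterior against the aboral domain, 1355 for the anterior against the posterior domain and 0 for the *Pitx2* KO, and *Ddx3y* 436 for the posterior against the aboral domain, 1957 for the posterior domain against the DL, 2 for the anterior against the aboral domain, 80 for the anterior domain against the DL, 3651 for the anterior against the posterior domain, 0 for the *Pitx2* KO, 192 for domain specific genes and 2199 for domain enriched genes. Libraries low in ribosomal protein transcripts left out, they were 28 for the anterior domain against the DL, 73 for the anterior against the posterior domain and 275 for the *Pitx2* KO. Leaving out 1 posterior or anterior library gave 103 to 119 for the posterior against the aboral domain, 34 to 67 for the posterior domain against the DL, 0 to 435 for the anterior against the aboral domain, 22 to 50 for the anterior domain against the DL, 67 to 2601 for the anterior against the posterior domain, 46 to 105 for domain specific genes, 238 to 623 for domain enriched genes, the highest of the anterior against the aboral domain, the anterior against the posterior domain and both classes without anterior library 5. The cause was not tested, and 0 libraries had the low total counts set as a reason to leave one out, so that alternative was not run.

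Gene lists with a camera adjusted p under 0.01 numbered, with the preset and then the estimated correlation, 22 and 11 for the DL against the aboral domain, 22 and 13 for the posterior against the aboral domain, 17 and 4 for the posterior domain against the DL, 12 and 0 for the anterior against the aboral domain, 22 and 11 for the anterior domain against the DL, 17 and 6 for the anterior against the posterior domain, 10 and 0 for the *Pitx2* KO, 19 and 14 for the EDKO. What in the setting made this change was not tested. The correlation across genes with the DL against aboral change, -0.573 in the *Pitx2* KO and 0.802 in the EDKO, was -0.397 and -0.43, and 0.573 and 0.516, with the control libraries split, which removes the sharing and also leaves fewer controls in each comparison. The anterior to aboral less the anterior to DL distance, 0.19, was -0.03 over the 500 most variable genes and 0.51 with 4 libraries per domain. RLE scaling moved the median log2 fold change of all genes to 0.133 in the DL against the aboral domain, -0.269 in the posterior domain against the DL, 0.235 in the anterior against the aboral domain and 0.45 in the anterior against the posterior domain, where it called 139 higher and 84 lower against 94 and 91. Smaller changes are seldom called, as 2, 7 and 6 of 50 simulated genes at a log2 change of 1 passed in the DL against aboral, *Pitx2* KO and EDKO comparisons.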

Differences from the paper's values

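All values of this section use the thresholds the paper states, except under the alternative with no fold change threshold. The alternatives chosen after seeing the values are the fits without libraries of low ribosomal protein share and without aboral libraries 2, 3 and 4.

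*Fgf8*, *Epha4* and *Minar2* were the 3 DL specific genes here, where the paper gives 36. The paper shows the domains compared at the future incisor site and the molar DL and aboral epithelium apart, without saying which site its gene lists rest on, and here the sites, which the labels do not give, were pooled. The number was 24 with limma-voom and 24 with DESeq2, which lie within 1.5 times the paper's, and it differed with RLE scaling, no filter, the filter of 1 CPM, the replicate block, all 39 libraries, only the groups compared, DESeq2 with ASHR, no fold change threshold and each library left out. Aboral specific genes, among them *Tfap2a* and *Tfap2b*, numbered 46 and the paper's 76. It was 57 without a filter, 95 with limma-voom, 88 with DESeq2, 84 with DESeq2 and ASHR, 54 without anterior library 3 and 59 without anterior library 5, which do not differ, and it differed under the other alternatives.

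Posterior enriched genes numbered 113 and the paper's 175. No filter gave 167, all 39 libraries 187, DESeq2 211, DESeq2 with ASHR 198 and leaving out anterior library 5 156, none of which differs, and the other alternatives differed. DL enriched genes numbered 131 and the paper's 848. DESeq2 gave 1002 and DESeq2 with ASHR 990, which do not differ, and the other alternatives differed. Aboral enriched genes numbered 150 and the paper's 239. No filter gave 197, all 39 libraries 199, DESeq2 with ASHR 323, and leaving out anterior library 1, 3 or 5 162, 165 or 203, which do not differ, and the other alternatives differed. The paper's methods name DESeq2 with ASHR shrinkage.

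In the *Pitx2* KO, 2 of 14 genes the paper names met its statement, 6 with DESeq2, 5 with DESeq2 and ASHR and 5 with limma-voom. The 2 were *Wnt9b* and *Shh*. The paper gives *Shh* as unchanged, and each of these counts includes it only because it was not called. That is weak evidence, as 7 of 50 simulated genes at a log2 change of 1 were called in the main analysis. The paper tested the incisor and molar DL apart against littermate controls, and here all 8 KO libraries were set against all 8 wild type DL libraries. The paper gives *Tfap2a* and *Tfap2b* as higher, and their adjusted p-values here were 0.0532 and 0.133. *Tfap2a* was called without a filter and with limma-voom, and also without libraries of low ribosomal protein share, and *Tfap2b* under none of the settings. *Wnt3* (adjusted p = 0.0194) was called without a filter, with the filter of 1 CPM, with all 39 libraries, with limma-voom, with DESeq2 with and without ASHR, and without libraries of low ribosomal protein share. *Epha7* (adjusted p = 0.0252) was called with limma-voom, with DESeq2 and without those libraries. *Ascl5* and *Fgf20*, too low to test here, were called with DESeq2 with and without ASHR. *Wnt4*, *Wnt7b* and *Sostdc1*, which the paper gives as higher, and *Zfp536*, *Fgf8* and *Epha4*, which it gives as lower, had log2 fold changes of 0.82, 0.96, 1.21, -0.92, -0.56 and -0.93 and were called under none of the settings.

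In the EDKO, 16 of 19 genes met the paper's statement, and all 19 did with DESeq2 with and without ASHR. *Gli1* (adjusted p = 0.0443) was also called without a filter, with all 39 libraries and without aboral libraries 2, 3 and 4. *Shh* and *Fgf8*, too low to test here, were called without a filter and with the filter of 1 CPM, *Shh* also with all 39 libraries and *Fgf8* also without aboral libraries 2, 3 and 4. In the DL against the aboral domain 14 of 14 met the statement, and 12 with limma-voom, which did not call *Shh* and *Fgf8*.

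Among the domain transcription factors, the paper gives *Zfp536* and *Sp6* as DL specific and *Elf4* as aboral specific, and none of these was called against either other domain here. *Dmrta2*, *Pitx2*, *Irx1*, *Ascl4*, *Msx2*, *Hic1*, *Otx1* and *Nr2e3* were higher in the paper's domain than in 1 of the others, and *Evx1* and *Ascl5* were too low to test. The paper places *Ctnnd2*, *Kremen2* and *Wnt5a* higher on the ventral side, and their log2 fold changes in the DL against the aboral domain were 0.38, -0.82 and 0.16, none past the threshold. *Kremen2* was at 40.2 CPM in the posterior and 169 CPM in the aboral domain (log2 fold change -2.09, adjusted p = 0.0172), and *Wnt5a* averaged 103 CPM in the anterior domain against 31.2 to 47.4 CPM in the others, each in the paper's direction and short of the threshold. *Ctnnd2* was at 123 CPM in the posterior and 59.0 CPM in the aboral domain, against the paper's direction and also short of it (log2 fold change 1.02, adjusted p = 0.0704).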

Other observations

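The tests of the aboral libraries standing above every DL library and of values with the repeat or *Ddx3y* covariate as settings were chosen after results were seen, and the other tests before.

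*Slc2a3*, a glucose transporter gene, was lower in the DL than in the aboral domain (log2 fold change -2.94, standard error 0.429, adjusted p = 5.37e-05 from edgeR) and lower in the EDKO than in wild type aboral epithelium (-3.40, standard error 0.383, adjusted p = 3.11e-05). Of 17 tested glycolysis genes it was the 1 called in each, and the medians were -0.86 (0 higher and 2 lower adjusted over the list alone; camera adjusted p = 1.01e-06, adjusted p = 0.181 with an estimated correlation) and -0.56 (1 and 2; 0.000131, 0.322). *Gjb2*, *Gjb6*, *Krt5* and *Lgals7*, genes of epidermal keratinocytes, were lower in the DL and *Lamc2*, a laminin gene, higher (2 and 7 of 26 adjusted over the list alone), and in the EDKO *Gjb2*, *Lgals7* and the hemidesmosome gene *Col17a1* were lower (-4.32, -8.21 and -3.05; 2 and 7 of 25 adjusted over the list alone). *Cyp26a1*, which breaks down retinoic acid, was higher in the EDKO (3.69, standard error 0.603, adjusted p = 0.00142), the 1 called of 11 tested retinoic acid genes, and *Crabp2*, which binds retinoic acid, was lower in the DL (-2.33, standard error 0.404, adjusted p = 0.000566). Libraries can share an embryo, which would make these p-values too small.

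*Epha4* and *Epha7*, receptors of cell contact signals, were higher and their ligands *Efna5* (-1.80) and *Efnb2* (-1.53) lower in the DL than in the aboral domain (2 and 4 of 20 adjusted over the list alone). In the EDKO 2 of 20 were higher (2 and 3 adjusted over the list alone). *Cdh3*, *Sostdc1* and *Wnt10a* of the EDA and appendage placode list were lower in the EDKO (1 and 5 of 9 adjusted over the list alone; camera adjusted p = 1.18e-05). Called by edgeR in the DL against the aboral domain were 0 of 13 Notch pathway genes, 0 of 22 cell cycle genes (median -0.43), 0 of 15 general epithelium genes, 0 of 11 immediate early genes, 0 of 6 DLX genes, 0 of 5 HOX genes and 0 of 10 erythroid, 6 endothelium, 3 muscle, 7 neural and 3 macrophage genes.

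Of 50 aboral specific genes of the S1 Table 46 had log2 fold changes above 0 in the *Pitx2* KO DL, with 1 called (camera adjusted p = 4.06e-14, adjusted p = 0.0538 with an estimated correlation), which more aboral epithelium in those libraries may explain. More aboral epithelium alone would move these genes by a common fraction of the way from the DL to the aboral level. That fraction had a median of 0.122 over 66 genes (quartiles 0.0468 and 0.276), with 11 genes at or under 0. *Wnt9b* was at 0.449, *Wnt3* at 0.290 and the 90th percentile at 0.454, and this does not decide it. Sex of the embryos and genomic background could also take part, since *Ddx3y* and the repeat share differ between the groups. With them as covariates the median of the aboral specific list was 0.534 (bootstrap SD 0.141) and 0.544 (SD 0.115) against 0.698 without, and the log2 fold change of *Wnt9b* fell from 3.14 (standard error 0.455) to 2.27 (standard error 0.882) and 2.00 (standard error 0.664), no longer called, because its standard error grew and its size fell. The design ties both to the genotype, so these cannot be told apart from the loss of *Pitx2*, which is the biological explanation and stays open.

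Mesenchyme markers such as *Prrx1* (195 CPM against 18.5 CPM) and *Twist2* (84.4 CPM against 1.43 CPM) were higher in the aboral than in the DL libraries, and mesenchyme cells beneath the epithelium are a candidate source. Within the 8 aboral libraries 15 markers had a mean pairwise correlation of 0.329, the 99.9th percentile of 1000 random sets of like expression, as mixed cells would give. *Foxf1*, another marker, was at 0.954 CPM in the aboral, 3.93 CPM in the DL and 56.4 CPM in the posterior libraries. The paper reports FOXF1 as restricted to the dorsal mesenchyme in controls, so its low aboral level cannot count against mesenchyme cells there. Expression in the aboral epithelium itself may also take part, as 6 of the 8 aboral libraries lay above every DL library in the mean of the 15 markers tested (5 of 8 with all 19 listed), and the test leaves it open.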
